# Age-Related Changes in the Cellular Composition and Epithelial Organization of the Mouse Trachea

**DOI:** 10.1371/journal.pone.0093496

**Published:** 2014-03-27

**Authors:** Carolien Wansleeben, Emily Bowie, Danielle F. Hotten, Yen-Rei A. Yu, Brigid L. M. Hogan

## Abstract

We report here senescent changes in the structure and organization of the mucociliary pseudostratified epithelium of the mouse trachea and main stem bronchi. We confirm previous reports of the gradual appearance of age-related, gland-like structures (ARGLS) in the submucosa, especially in the intercartilage regions and carina. Immunohistochemistry shows these structures contain ciliated and secretory cells and Krt5+ basal cells, but not the myoepithelial cells or ciliated ducts typical of normal submucosal glands. Data suggest they arise de novo by budding from the surface epithelium rather than by delayed growth of rudimentary or cryptic submucosal glands. In old mice the surface epithelium contains fewer cells per unit length than in young mice and the proportion of Krt5+, p63+ basal cells is reduced in both males and females. However, there appears to be no significant difference in the ability of basal stem cells isolated from individual young and old mice to form clonal tracheospheres in culture or in the ability of the epithelium to repair after damage by inhaled sulfur dioxide. Gene expression analysis by Affymetrix microarray and quantitative PCR, as well as immunohistochemistry and flow sorting studies, are consistent with low-grade chronic inflammation in the tracheas of old versus young mice and an increase in the number of immune cells. The significance of these changes for ARGL formation are not clear since several treatments that induce acute inflammation in young mice did not result in budding of the surface epithelium.

## Introduction

Recent studies in a variety of epithelial tissues have shown that aging is associated with a loss of homeostasis and alterations in stem cells and their niches. In some cases these modifications correlate with a decline in tissue function, for example reduced wound repair in the epidermis of the mouse skin [1], defective regeneration of exocrine and endocrine pancreas [2], [3] and reduced differentiation of stem cells in the Drosophila midgut [4], [5]. In the case of the lungs, aging in both humans and rodents is associated with a variety of structural and pathologic changes. These changes include airspace enlargement, decreased lung compliance, and increased risk for respiratory disorders such as chronic obstructive pulmonary disease (COPD), emphysema, submucosal gland hypertrophy and idiopathic pulmonary fibrosis (IPF), as well as alterations in the innate immune system and low-grade chronic inflammation [6]–[11]. However, the underlying cellular mechanisms responsible for age-related changes in the phenotype of the respiratory epithelium are poorly understood, hindering novel therapeutic approaches.

The trachea and main stem bronchi of the mouse lung, and most of the intralobar airways of the human lung, are lined by a pseudostratified mucociliary epithelium [12]. This contains mainly ciliated cells and different classes of secretory cells (serous, club/Clara and goblet cells) that change in their proportion along the proximal-distal axis. In addition, the epithelium contains a population of basal cells that express p63 and cytokeratin 5 (Krt5) and function as multipotent stem cells capable of long term self-renewal and differentiation into multiciliated and secretory cells [13], [14]. The airways of the human lung also contain numerous submucosal glands (SMGs). These are composed of acini with serous and mucus secretory cells and myoepithelial basal cells. They are connected to the main airways by ducts lined by multiciliated cells and basal cells [15], [16]. In the young mouse, SMGs are confined to the most proximal part of the trachea and extralobar bronchi. However, in 1970 Nettesheim and Martin reported the presence in old mice of numerous epithelial cysts in the submucosal tissue underlying the lumen of the distal trachea and extralobar bronchi. Small clusters of these age-related gland-like structures (ARGLS) were seen at 7 months and they increased in number up to 2 years [17]. In some of the oldest mice, a nearly continuous layer of ARGLS, typically filled with cell debris, crystals and PAS-positive material, was found in the carina, which in younger mice is completely devoid of glands. We have confirmed these findings and provide evidence that ARGLS likely arise by de novo budding of cells from the surface epithelium rather than from the growth and expansion of cryptic glands present in the submucosa from birth. In addition, we report a decrease in the number and proportion of basal cells in the epithelium lining the airways. Global transcriptome analysis and flow cytometric data provide evidence for changes in gene expression in the aging trachea and an increase in the number of activated B and T cells; these parameters are consistent with the development of low grade chronic inflammation. Taken together, our findings indicate that senescence of the mouse lung is associated with numerous changes in the cellular composition, organization and local microenvironment of the epithelium lining the upper airways.

## Results

### Appearance of age-related gland like structures in mouse proximal airways

Histology confirmed the presence of gland-like structures (ARGLS) in the submucosa underlying the entire trachea and main stem bronchi of old mice (Fig. 1 and data not shown for bronchi) [17]. The structures are most frequent in the intercartilage regions and carina, and absent from the intralobar airways. We also found ARGLS intermingled with normal SMGs in the proximal trachea (Fig 1F). Significantly, ARGLS were never seen to connect to the surface epithelium by ducts lined by multiciliated cells, a feature typical of SMGs (Fig. 1E); rather it appears that their contents could be released directly into the tracheal lumen (Fig. 1F). Table 1 summarizes observations on a total of 35 C57Bl/6 mice of different ages and different commercial sources. We conclude that ARGLSs appear around 5–7 months of age, with no significant difference in abundance between males and females or mice purchased from different commercial sources.

**Figure 1:**
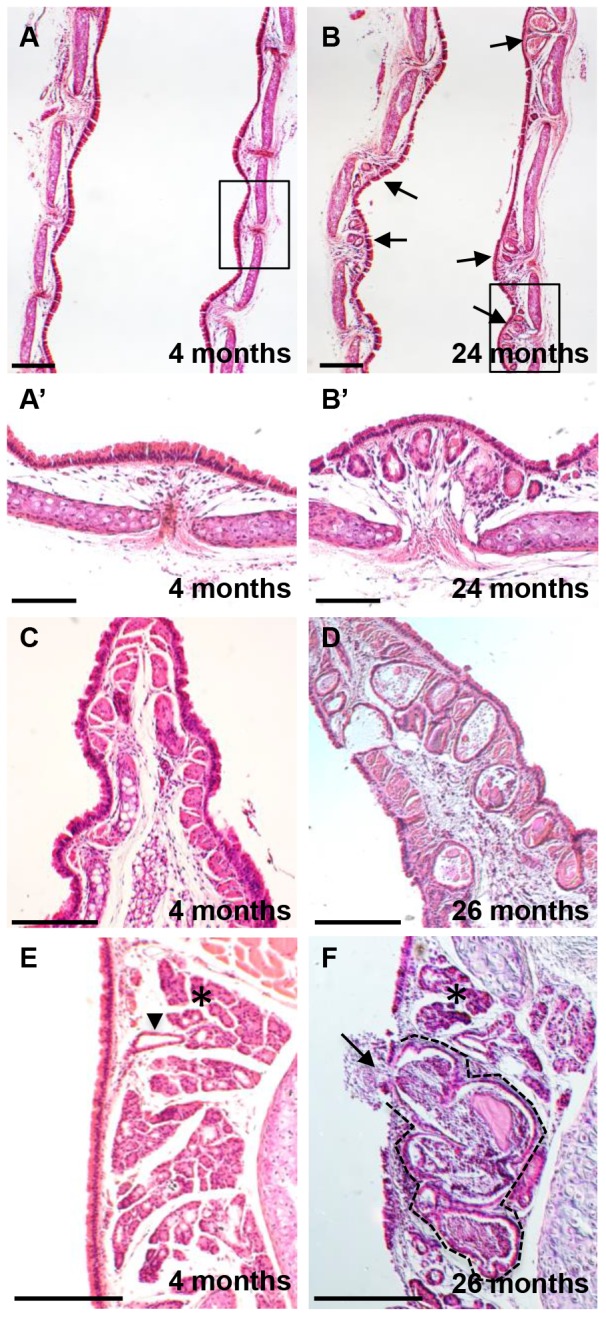
Age-related changes in the organization of tracheal epithelium. Longitudinal midline sections of tracheas from young (4–7month) and old (24–26 month) male C57Bl/6 mice were stained with haematoxylin and eosin. (A, B) Low power view showing ARGLS in the intercartilage regions (arrows). (A′, B′) High power view of boxed regions. (C, D) Note high density of ARGLS in the carina of an old mouse and the direct connection between an ARGL and the airway lumen. (E, F) Section through distal trachea showing an ARGLS (dotted line) within a submucosal gland. The cystic structure is engorged with extracellular material and there is apparent discharge of this material into the airway lumen (arrow). By contrast normal glands (asterix) are not enlarged and are connected to the airway lumen by ducts (arrowhead) Scale bars: A–D  = 500 μm; E–G  = 100 μm.

**Table 1:** Age dependence of ARGLs.

Age C57BL/6 (♂and ♀)	Proximal trachea	Distal trachea
4 months	−	−
7–10 months	+	+
12–16 months	++	+++
24–28 months	+++	+++++

Presence of ARGLs in longitudinal midline sections of entire trachea and main stem bronchi of male and female C57Bl/6 mice aged 4 (n = 10), 7–10 (n = 10), 12–16 (n = 5) and 24–28 (n = 10) months. - no ARGLs, + 1–2 ARGLs/section, ++ 3–6 ARGLs/section, +++ 6–8 ARGLs/section and ++++ more than 8 ARGLS/section. No difference was noted between males and females or between mice from difference sources.

### Cellular composition of ARGLS

As described previously [17] ARGLS are lined by cuboidal epithelium and contain cellular debris and crystalline and proteinaceous material (Fig. 1 and data not shown). Nettesheim and Martin offered no explanation for the origin of these structures. However, based on their higher density in intercartilage regions, where SMGs reside in the proximal trachea, one possibility is that they are derived from preexisting, but very rudimentary or cryptic SMGs that grow late in life. Alternatively, they may develop by de novo budding or delamination of the aging luminal epithelium into the underlying mesenchyme, in which case their cellular composition would be expected to resemble that of the tracheal epithelium rather than SMGs. We therefore used immunohistochemistry to examine ARGLs in more detail. This revealed that the structures contain multiciliated cells as well as secretory cells that are positive for Scgb1a1 transcripts and lactoferrin protein, markers expressed in both SMGs and luminal epithelium (Fig. 2A–C). Both SMG and surface epithelium contain basal cells that express p63 and Krt5. However, the basal cells in the acini of SMGs also co-express high levels of smooth muscle actin, a feature typical of myoepithelial cells (Fig. 2D). Significantly, none of the p63+ Krt5+ basal cells in ARGLs express smooth muscle actin, even though nearby smooth muscle cells in the stroma are positive (Fig. 2E).

**Figure 2:**
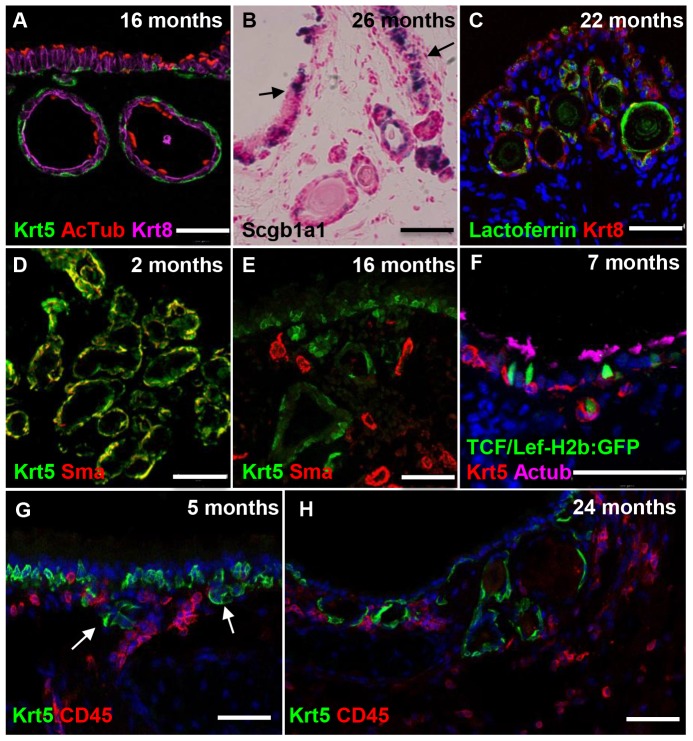
Phenotype and development of Age-Related Gland-Like Structures. Sections of tracheas of mice between 2 and 24 months of age were analyzed by immunohistochemistry (A, C–H) and in situ hybridization (B). (A) Section of 16 month old trachea showing Krt5+ basal cells (green) and AcTub+ multiciliated cells (red) in both surface epithelium and ARGLS. (B) 26 month old trachea showing secretory cells that express *Scgb1a1* RNA in both ARGLS and tracheal epithelium (arrows). (C) Section of 22 month old trachea showing lactoferrin + Krt8+ cells in both ARGLs and surface epithelium. (D) Myoepithelial cells in the acini of a 2 month old submucosal gland are positive for both Krt5 (green) and smooth muscle actin (sma) (red). (E) Basal cells in 16 month old ARGLS express Krt5 but not smooth muscle actin, which is only seen in adjacent blood vessels. (F) Section of 7 month old trachea of a TCF-LEF-H2b:GFP transgenic mouse showing a small bud that likely represents a newly forming ARGLS. A cell in the bud expresses both Krt5 and H2b:GFP. (G) Section of 5 month trachea showing small clusters of Krt5+ cells (green) below the surface epithelium. CD45+ immune cells are present close to the clusters (red) (H) Section of 24 month old trachea showing presence of CD45+ immune cells in the stroma around ARGLS that contain Krt5+ basal cells (green). Scale bars: A–E 50 μm, F–H 100 μm.

In the course of staining sections with antibodies to Krt5 we observed a few small clusters of cells underneath the surface epithelium in intercartilage regions in mice 5 months of age (Fig. 2G). The number and size of these clusters increased with age. Further analysis showed that some of the Krt5+ cells express GFP from the TCF/Lef-H2b:GFP reporter allele [18], suggesting that they are responding to canonical Wnt signaling (Fig. 2F). Taken together, our results support a model in which ARGLSs arise by the budding or delamination of Krt5+ cells from the tracheal epithelium into the underlying mesenchyme rather than from preexisting but rudimentary SMGs initially laid down soon after birth.

### ARGLSs in mutant mice

A previous study had reported the presence of submucosal gland-like structures in the distal trachea of *Myd88* null mutant mice compared with wild type [19] although the age of the mutant mice was not recorded. We therefore examined *Myd88* null mice on the C57Bl/6 genetic background at 2.5, 8.5 and 12.5 months of age (n = 1 at each age). However, we failed to find any histological differences in the tracheas of mutant versus wild type mice of the same age on the same genetic background. We also examined the tracheas of young *Ob/Ob* homozygous mutants because obesity has been reported to exacerbate the response of lungs to environmental agents [20]. However, we again found no evidence for premature ARGL formation.

### Basal cells and reparative ability of tracheal epithelium of young versus old mice

In addition to studying basal cells in ARGLS we also analyzed the distribution of Krt5+ cells in the pseudostratified epithelium lining the trachea itself. As shown in Fig. 3A, B, there are about 25% fewer epithelial cells between cartilages 4 and 10 in older (22 month) compared with younger (3 month) mice (Fig. 3A–C). The number of Krt5+ basal cells is also reduced, as well as the proportion of the total that they represent (27 and 31% in older females and males, compared with 33 and 35% in young females and males, respectively) (Fig. 3D). Krt5+ cells as a population function as multipotent stem cells in the trachea of the adult mouse and can repair the surface epithelium after loss of luminal cells following exposure to inhaled sulfur dioxide [13], [21]. Our findings thus raise the possibility that the self-renewal and reparative ability of basal cells declines with age. We therefore tested the ability of basal cells to form clonal tracheospheres containing ciliated and secretory cells when cultured as organoids in Matrigel [13]. The reproducibility of the assay was high within the four replicates of cells isolated from the trachea of any individual mouse. However, there was considerable variability in the average colony forming efficiency (CFE) of basal cells between mice within the same age group (Fig. 4A). Given this variability we saw no significant difference in the average CFE of young and old mice of either sex, although there was a trend towards lower CFE in old male mice. There was also no difference in the distribution of sphere sizes among the experimental groups (Fig. 4B) and spheres from all groups contained both ciliated and secretory cells (data not shown).

**Figure 3:**
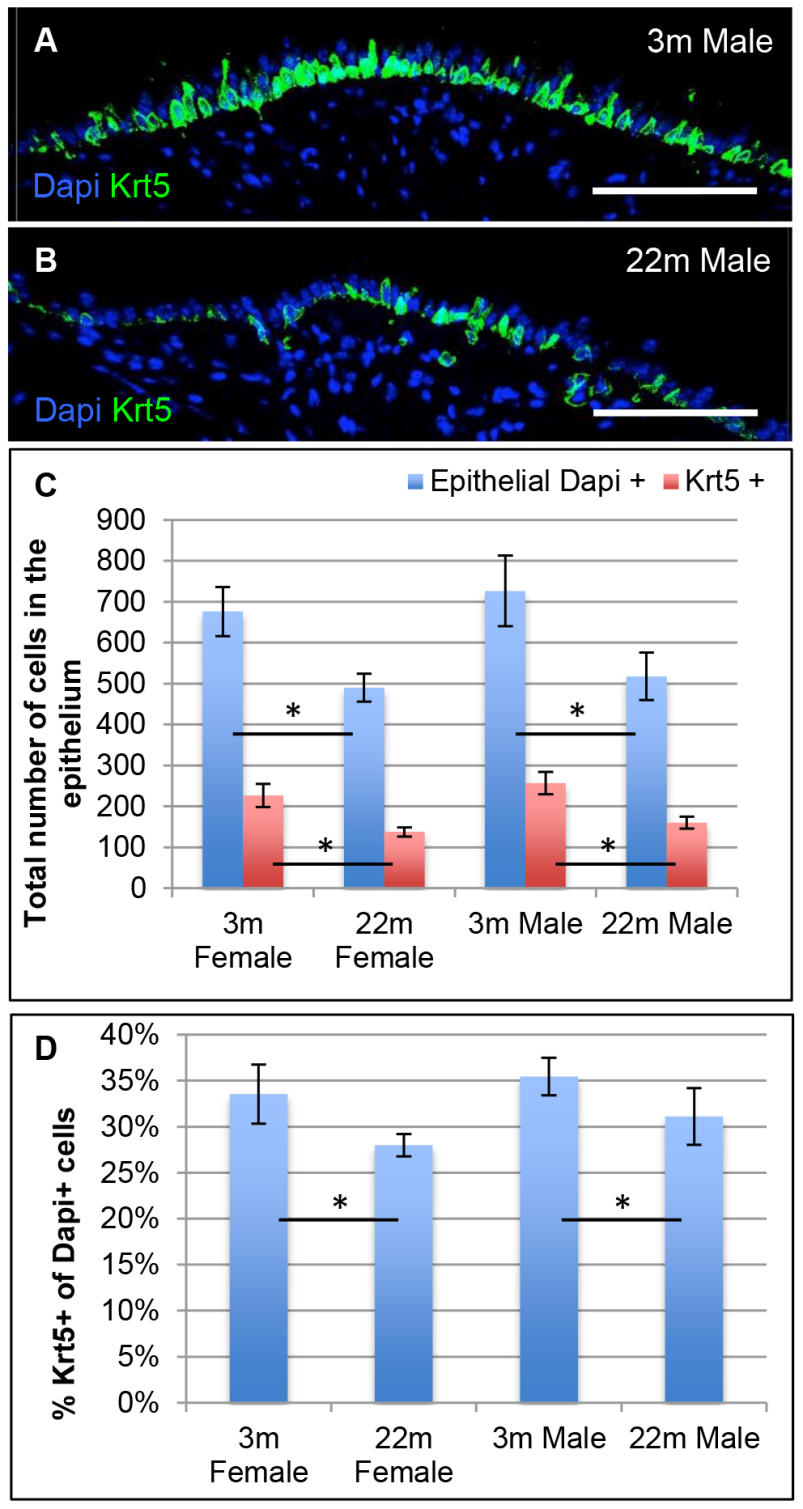
Basal cells in young and old tracheal epithelium. Tracheas from 3 young (3 month) and 3 old (22 month) male mice were fixed and midline longitudinal sections stained for nuclei (DAPI, blue) and Krt5 (green). Areas between cartilages 4 and 10 were photographed and a montage prepared. (A,B) Typical distribution of Krt5 basal cells in young versus old tracheas. (C) Total cells (blue) and total Krt5 + cells (red) present between cartilages 4 and 10. (D) Krt5+ cells as a percentage of total DAPI+ cells. The values are shown as average and SEM and p = <0.05 Scale bar: 100 um.

**Figure 4:**
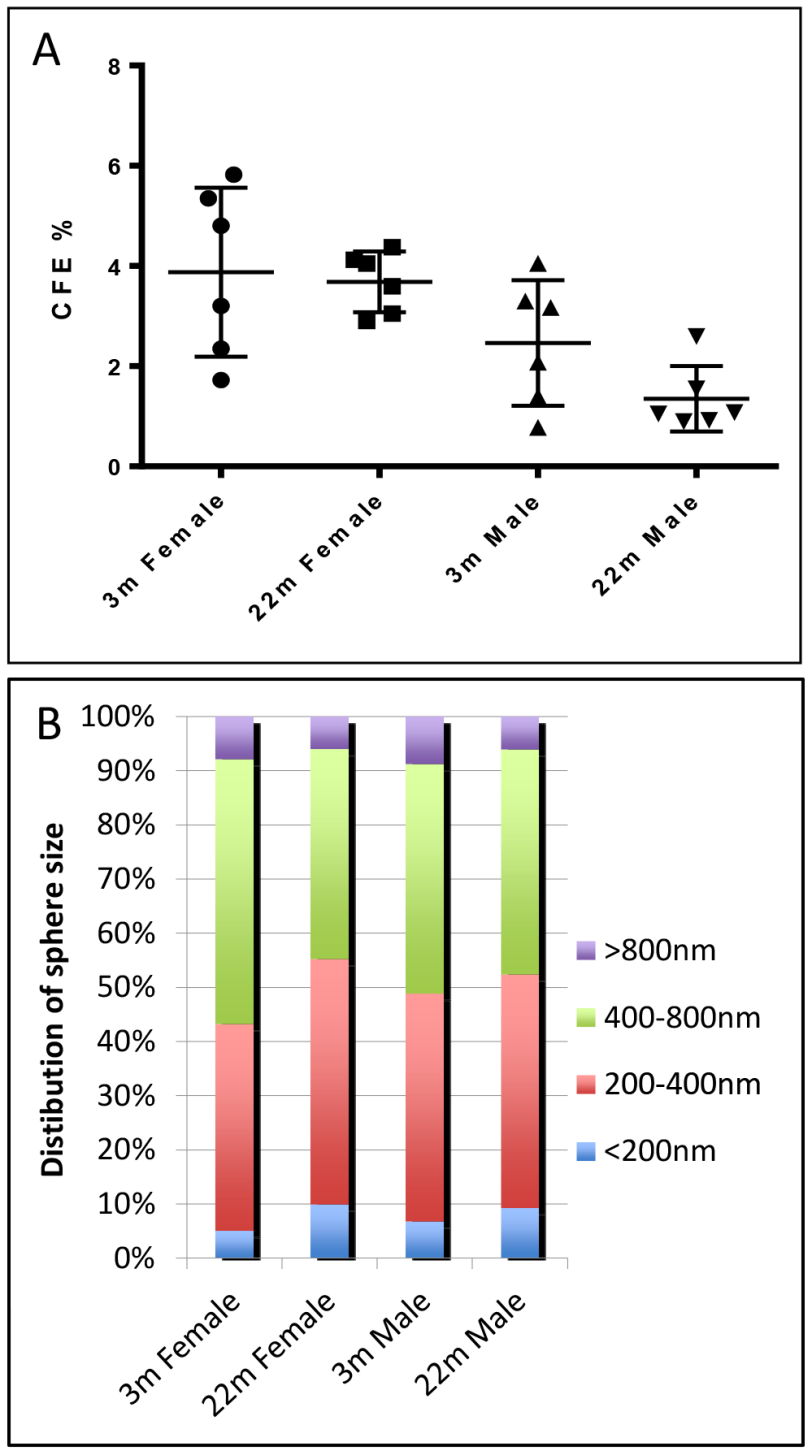
Tracheosphere assay using basal cells from young and old tracheas. NGFR+ basal cells were isolated from individual young (2 m) and old (22 m) male and female C57Bl/6 mice and seeded in quadruplicate at 1000 cells/well in Matrigel in transwell inserts. After 14 days the number of spheres were counted and the diameter measured using Fiji software. (A) Each point represents the average colony forming efficiency (CFE) of quadruplicate wells. Horizontal lines represent mean within groups, with standard deviation error bars. (B) Size distribution of spheres in all 24 wells of mice of different gender and ages.

Finally, we asked whether the tracheal epithelium of old mice was less able to undergo repair after killing luminal cells by exposure to sulfur dioxide. Failure of basal cells to repair the tracheal epithelium can lead to abnormal proliferation of the underlying stromal cells and even to tracheal stenosis [21], [22]. Although we only studied three young and three old male mice at one time after injury (7 days) and did not quantify cellular density within the surface epithelium, we saw no evidence for abnormal repair between the two groups (Fig. S1).

### Changes in gene expression profile and evidence for chronic, low-grade inflammation in aged tracheas

Studies in several tissues and cell types (both epithelial and mesenchymal) have revealed senescence-related changes in the expression of genes encoding proteins associated with inflammation, wound healing and tissue remodeling. These changes represent either an influx of immune cells and/or a “senescence related secretory phenotype” in fibroblasts. This phenotype includes the production of growth factors, chemokines, cytokines, and interleukins that can have paracrine effects on the behavior of both immune cells and epithelial cells [23]–[25]. We therefore asked whether tracheal tissue in old mice has any senescence-related changes in gene expression and immune cell composition. We isolated total RNA from the posterior trachea and carina region of old and young female C57Bl/6 tracheas (n = 4 females at 2 and 14 months of age) and carried out Affymetrix microarray analysis. This revealed the upregulation of 87 and the downregulation of 19 genes (>2 fold, p<0.05)(Tables S1 and S2). 

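RNA from the distal trachea and carina of 4 old (14 month) and 4 young (2 month) female mice was hybridised to Affymetrix Mouse Genome 430 2.0 arrays, with 1 mouse per array. The deposited table gives a signal for 45101 probe sets on each of the 8 arrays, on a linear intensity scale. The mean signal, with the highest and lowest 2% of probe sets left out, is 500.002 on every array, and the median signal lies between 150.0 and 161. The linear scale and the shared trimmed mean are the form of single-array signals scaled to a common target, whereas the methods name robust multichip analysis, whose values are usually on a log2 scale. The sample labels name Partek alone, which does not settle how the signals were made. The fold changes given for old against young mice rest on these signals, and the paper's normalization could not be repeated from them. After 64 control probe sets were left out, the log2 signals of 45037 probe sets were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method. The platform annotation gives 1 gene symbol to 34945 of these probe sets, several to 932 and none to 9160. Each of 18172 genes took the value of its brightest probe set among those that carry its symbol alone. Genes with no such probe set, Adamts2 among them, were not measured. A total of 39 lists of cell type markers and pathways were compared with all other genes by limma's camera test with a preset correlation of 0.01, adjusted over the lists. The tests, the lists, the rule for the genes that are named and most alternative settings were fixed before the data were examined, although Tables S1 and S2 had been read. The number of arrays limits the precision, and dim probe sets are the noisiest. The median SD of log2 signal within a group was 0.157 in the brighter part of the probe sets, above a mean signal of 151, and 0.491 in the dimmer part. The correlation of log2 signals across probe sets was 0.951 to 0.958 between mice of 1 age and 0.947 to 0.952 between ages.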

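Between old and young tracheas, 61 genes were higher and 32 were lower in old mice at an adjusted p under 0.05 from limma (n = 4 mice per group). Among the largest increases were Wfdc18, which encodes a secreted protein of the whey acidic protein family, with a log2 fold change of 3.01 (standard error 0.40, adjusted p = 0.0340), and Rab3b, a small GTPase of secretory vesicles, at 2.37 (standard error 0.25, adjusted p = 0.0217). The log2 fold change of Ly6d, a surface antigen of stratified epithelia and lymphocytes, was 1.64 (standard error 0.19, adjusted p = 0.0263). The hedgehog ligand Shh had a log2 fold change of -1.59 (standard error 0.20, adjusted p = 0.0311), with a signal of 71.5 ± 18.9 (SD, n = 4) in old and 211 ± 30.2 (SD, n = 4) in young mice. The ubiquitin ligase Fbxo32 was at -1.04 (standard error 0.14, adjusted p = 0.0368) and Bex4, a small brain-expressed X-linked protein, at -1.48 (standard error 0.12, adjusted p = 0.00868). The ephrin receptor Epha7 was at -0.95 (standard error 0.15, adjusted p = 0.0486), but at -0.47 with the mean of all its probe sets (adjusted p = 0.284). D130037M23Rik, of unknown function, was at -0.93 (standard error 0.11, adjusted p = 0.0307). Of the other genes among the largest changes, 1700012B09Rik had a log2 fold change of -3.05, Olfm4 of 2.45, Fam3b of 1.82 and Psg16 of -1.57, all at an adjusted p under 0.05. The signals of these 4 genes and of Rab3b were dim in 1 or both groups, such as 4.93 for Olfm4 and 17.9 for Rab3b in young mice, so their folds are uncertain. That of Wfdc18, with a signal of 35.6 in young mice, is uncertain too, at 8.04 and, with signals raised to a floor of 64, a setting chosen after seeing the data, 4.14. Olfm4, Fam3b and Psg16 no longer passed at a floor of 32, also chosen after seeing the data, nor Rab3b at a floor of 64. At the floor of 32 the log2 fold changes were 0.089 for Olfm4, 0.034 for Fam3b and -0.026 for Psg16. At the floor of 64 they were 0.56 for Rab3b and -0.75 for 1700012B09Rik, which still passed there. In 899 genes every old mouse lay above every young mouse, and in 929 below, together 10.1% of genes where chance gives 2.86%. Counted by probe set at the paper's thresholds, a fold above 2 and an unadjusted p under 0.05, 537 were higher and 361 lower in old mice. Counted by gene, with the brightest probe set of each, 186 were higher and 107 lower. In simulated data with no change at all, 500 probe sets passed these thresholds, both directions taken together. At an adjusted p under 0.05, 24 probe sets were higher and 8 lower. In the brighter part of the probe sets alone, 103 were higher and 31 lower at the paper's thresholds, and 270 higher and 227 lower at an adjusted p under 0.05. Whichever mouse was left out, the counts fell, to 5 to 21 genes higher and 3 to 21 lower at an adjusted p under 0.05. With mouse numbers 1 to 4 against 5 to 8 as a block, they were 33 genes higher and 16 lower, and 7 probe sets higher and 0 lower. Of 39 named genes and immunoglobulin probe sets past that threshold with all mice, only Dmbt1, Umod, Gbp8, Bex1, Bex4 and Cckar passed it without each of the 8 mice in turn. Of the 39, 18 no longer passed with the mean of all probe sets of a gene and 19 with mouse numbers as a block.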

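Of the 21 genes shown in Fig. 5, 20 were measured on the arrays, and all 20 differed between old and young tracheas when p-values were adjusted over the list alone, with 17 higher and 3 lower in old mice. The authors chose these genes from the same arrays, so this is not independent evidence of their direction. At an adjusted p under 0.05 over all genes, 7 were higher and none lower: Dmbt1, Umod, Nr4a1, Thbs1, Cxcr6, Tnfrsf12a and Il7r. Umod encodes uromodulin, a secreted glycoprotein, and its signal was 478 ± 126 (SD, n = 4) in old and 71.9 ± 6.55 (SD, n = 4) in young mice, a log2 fold change of 2.70 (standard error 0.18, adjusted p = 0.00695). Thbs1, the matricellular protein thrombospondin 1, had a log2 fold change of 1.58 (standard error 0.22, adjusted p = 0.0409). Tnfrsf12a, the receptor of the cytokine TWEAK, was at 1.18 (standard error 0.13, adjusted p = 0.0263), and at 2.12 with probe sets prone to cross-hybridisation left out. The log2 fold change of Calcb, a calcitonin gene-related peptide, was 1.65 (standard error 0.30, adjusted p = 0.0698), and that of Atf3, a transcription factor of the stress response, was 1.99 (standard error 0.34, adjusted p = 0.0637). Among the genes that were lower, Rgs2, a regulator of G-protein signaling, had a log2 fold change of -0.87 (standard error 0.16, adjusted p = 0.0688) and Dner, a transmembrane receptor related to Notch ligands, of -0.88 (standard error 0.18, adjusted p = 0.0882). Calcb, Atf3, Rgs2 and Dner passed the threshold over the list alone and not over all genes. The list had a median log2 fold change of 1.38 (adjusted p = 5.43e-14 from camera, and 0.0201 with an estimated correlation). Adamts2 was not measured, because no probe set carries its symbol alone.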

Changes in the expression of a subset of the genes were confirmed by quantitative RT-PCR (Fig. 5). A large proportion of the differentially expressed genes (19/87), including the top ten most highly upregulated, encode immunoglobulin peptides (Table S1). 

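Most immunoglobulin probe sets had higher signals in the tracheas of old mice. Of 57 probe sets annotated with an immunoglobulin gene, 55 had a positive log2 fold change and 38 were more than 2-fold higher in old mice at an unadjusted p under 0.05, while 0 were lower at these thresholds by limma. Igha, the heavy chain of IgA, the antibody class of mucosal surfaces, had a signal of 14846 ± 2031 (SD, n = 4) in old and 1807 ± 1489.9 (SD, n = 4) in young mice, a log2 fold change of 3.70 (standard error 0.85, adjusted p = 0.187). Its other probe sets were at 3.80 and 4.13. Jchain, which joins IgA and IgM into polymers, was at 8178 ± 4306 (SD, n = 4) in old and 399.9 ± 264 (SD, n = 4) in young mice, a log2 fold change of 4.48 (standard error 0.61, adjusted p = 0.0679). Ighm, the heavy chain of IgM, was at 7718 ± 7814 (SD, n = 4) in old and 235 ± 53.2 (SD, n = 4) in young mice, a log2 fold change of 4.61 (standard error 0.57, adjusted p = 0.0531). Its other probe sets lay between 0.52 and 4.91. A probe set annotated with the kappa variable segment Igkv9-120 was at 3203 ± 1084 (SD, n = 4) in old and 48.8 ± 25.3 (SD, n = 4) in young mice, a log2 fold change of 6.10 (standard error 0.45, adjusted p = 0.0129). The other 2 probe sets of that segment were at 1.61 (standard error 0.36, adjusted p = 0.172) and, with a signal of 7.93 in old mice, at -0.27 (standard error 0.58, adjusted p = 0.903). The 4 probe sets with signals given for both ages were chosen after their values were seen. In each of them every old mouse lay above every young mouse (exact permutation test, two-sided, p = 0.0286 for each, the smallest p that 4 mice against 4 allow). At an adjusted p under 0.05, 4 of the immunoglobulin probe sets were higher and 0 lower. Single mice differed widely, with Igha between 194 and 3364 in young mice and Ighm between 3126 and 19346 in old mice. Ranked by fold, 8 of the 10 largest increases that passed both thresholds and 14 of the 20 largest were annotated as immunoglobulin probe sets. The annotation gives no symbol to 1 of the other 2 and to 5 of the other 6, so what these measure is not known here. Some of the ranked folds rest on dim signals, such as 1.93 for Igk-V21 in young mice, and are uncertain. In the brighter part of the probe sets, 8 of the 10 largest increases past both thresholds were immunoglobulin probe sets. Probe sets of this family can hybridise to transcripts of several related segments, so they do not count separate genes. With probe sets whose identifiers mark likely cross-hybridisation left out, 22 passed both thresholds, and 19 passed in the brighter part of the probe sets.

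**Figure D1:**
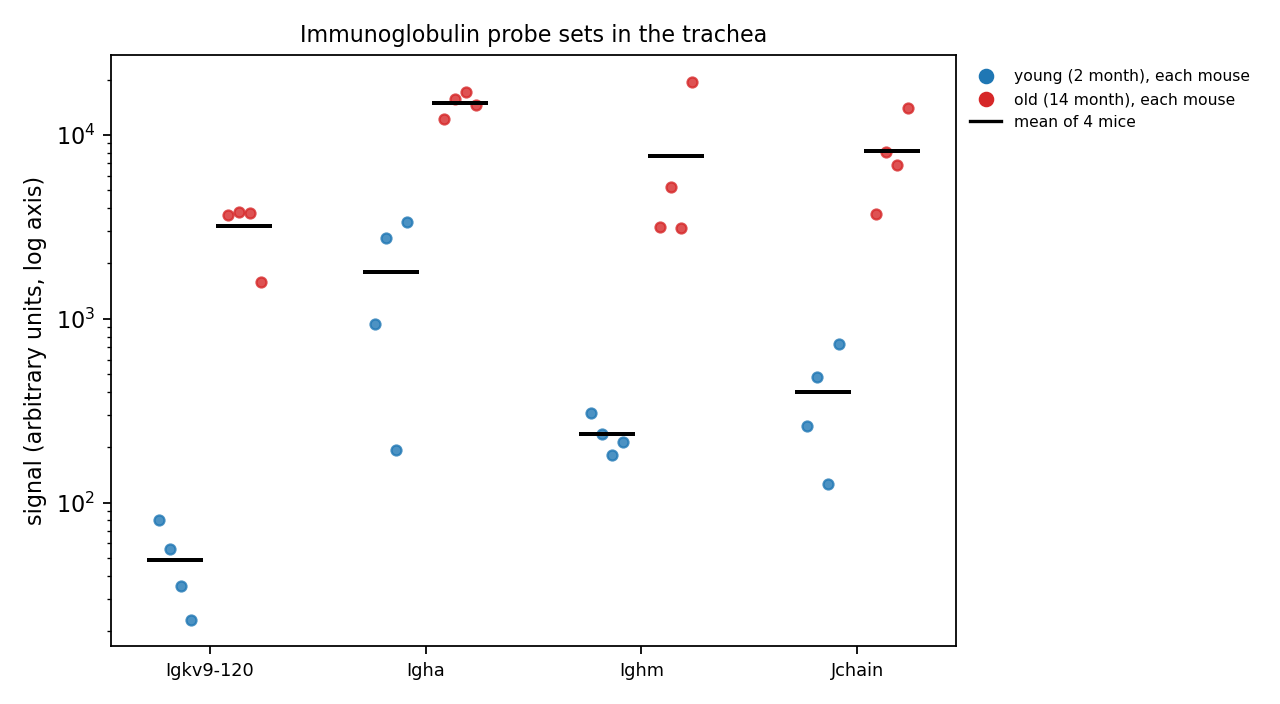
Signal of 4 immunoglobulin probe sets in each mouse, in arbitrary units on a log axis, with young (2 month) and old (14 month) mice side by side. Each point is 1 mouse and each line the mean of 4 mice, and every old mouse lies above every young mouse.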

Another category of differentially expressed genes encodes proteins involved in extracellular matrix composition and metabolism. This includes upregulation of transcripts for matrix metalloproteinases (MM9 and MMP13) that degrade collagen and other matrix molecules, as well as the downregulation of genes encoding collagens, elastin, fibrillin 2, Adamts2 and microfibrillar- associated protein 4 (Tables S1 and S2). 

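Of 51 measured genes of collagens, elastic fibres and their assembly in the trachea, 15 were lower and 2 higher in old mice when adjusted over the list alone, and 3 were lower and 1 higher at an adjusted p over all genes. The list as a whole was lower, with a median log2 fold change of -0.34 (adjusted p = 4.39e-09 from camera), a call that is lost with an adjusted p = 0.263 with an estimated correlation. The list of smooth muscle genes, with a median of -0.19 (adjusted p = 0.000155 from camera, and 0.263 with an estimated correlation), was lower as well. So was that of cartilage genes, with -0.18 (adjusted p = 0.0274, and 0.644 with an estimated correlation). The cartilage call depended on single mice and was lost without old mouse 5 or 6 or young mouse 4 or 8. Without young mouse 8 the median was -0.026 (adjusted p = 0.360), and with all mice the cartilage scores overlapped between ages (exact permutation test, p = 0.343). Sparc, a collagen-binding matrix protein, had a signal of 12893 ± 1406 (SD, n = 4) in old and 21954 ± 2105 (SD, n = 4) in young mice, a log2 fold change of -0.77 (standard error 0.11, adjusted p = 0.0389). It was at -0.50 with the mean of all its probe sets (adjusted p = 0.112). Col1a2, the second chain of type I collagen, was at -0.58 (standard error 0.088, adjusted p = 0.0470) and Mfap2, a microfibril protein, at -0.61 (standard error 0.092, adjusted p = 0.0470). Elastin (Eln) had a signal of 688 ± 266 (SD, n = 4) in old and 2385 ± 836 (SD, n = 4) in young mice, a log2 fold change of -1.81 (standard error 0.34, adjusted p = 0.0744), and was lower when adjusted over the list alone (adjusted p = 0.00501). So were Col1a1, at a log2 fold change of -1.58 (standard error 0.32, adjusted p = 0.0899), Col3a1, at -0.76 (standard error 0.13, adjusted p = 0.0603), Mfap4, at -1.26 (standard error 0.23, adjusted p = 0.0730), and fibrillin 2 (Fbn2), at -0.85 (standard error 0.20, adjusted p = 0.121). The gene that was higher at an adjusted p over all genes was Thbs2, the matricellular protein thrombospondin 2, at 0.74 (standard error 0.11, adjusted p = 0.0444). It was at 0.48 with the mean of all its probe sets (adjusted p = 0.325). Of 19 measured matrix metalloproteinases and their inhibitors, 4 were higher and 2 lower when adjusted over the list alone and none at an adjusted p over all genes. The list as a whole gave no call, and its median log2 fold change of -0.080 and its mean of 0.078 differ in sign (adjusted p = 0.926 from camera). Fry's mixed test, which asks whether genes of a list changed in either direction and does not compare it with other genes, passed (adjusted p = 3.07e-06), as it did for 10 of the 17 lists without a call by camera. Mmp9 was at 638 ± 57.5 (SD, n = 4) in old and 266 ± 83.5 (SD, n = 4) in young mice, a log2 fold change of 1.31 (standard error 0.21, adjusted p = 0.0585) and an adjusted p of 0.00354 over the list alone. Mmp13 was at 1423 ± 538 (SD, n = 4) in old and 669 ± 229.5 (SD, n = 4) in young mice, a log2 fold change of 1.08 (standard error 0.34, adjusted p = 0.212) and an adjusted p of 0.0452 over the list alone. Mmp3 was at 0.61 (standard error 0.14, adjusted p = 0.117), and Mmp2, which degrades type IV collagen and gelatin, at -0.61 (standard error 0.10, adjusted p = 0.0599). Tables S1 and S2, made from these arrays, had been read when both lists were fixed, and Adamts2 was not measured because no probe set carries its symbol alone.

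**Figure D2:**
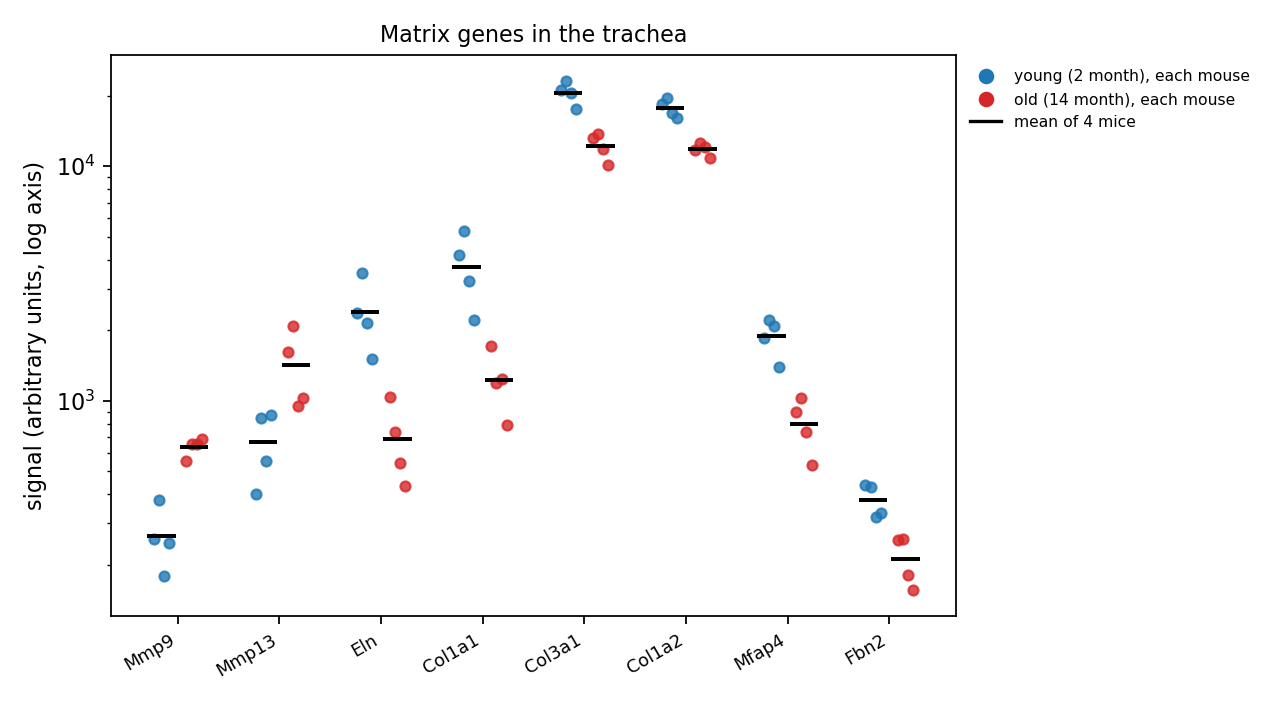
Signal of 8 matrix genes in each mouse, in arbitrary units on a log axis, with young (2 month) and old (14 month) mice side by side. Each point is 1 mouse and each line the mean of 4 mice, and every old mouse lies above every young mouse for Mmp9 and Mmp13 and below for the other 6 genes.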

Changes in collagen metabolism, including decrease in synthesis, have been reported previously in the aging rodent lung [26], [27]. One of the most highly differentially expressed non-immunoglobulin genes encodes deleted in malignant brain tumors1 protein (DMBT) (also known as hensin, gp340 and salivary agglutinin). This secreted or membrane bound protein has been implicated in innate immunity, bacterial clearance, wound healing, and response to lung infection [28]–[31].

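Dmbt1 had the largest increase among the genes other than immunoglobulins that passed an adjusted p under 0.05, and it was 1 of several genes of mucosal defence that were higher in old mice. Its signal was 2516 ± 564 (SD, n = 4) in old and 219.8 ± 63.5 (SD, n = 4) in young mice, a log2 fold change of 3.53 (standard error 0.23, adjusted p = 0.00695), and every old mouse lay above every young mouse. Of 28 measured genes of mucosal defence proteins, 9 were higher and none lower when adjusted over the list alone, and 2, Dmbt1 and Umod, were higher at an adjusted p over all genes. The list had a median log2 fold change of 0.23 (adjusted p = 0.000380 from camera), a call that is lost with an adjusted p = 0.263 with an estimated correlation. The median was 0.14 without old mouse 6 and 0.16 without young mouse 7. Among its measured genes, 17 had a positive and 11 a negative log2 fold change. The list shares 3 genes with that of neutrophils, which was higher as well, and 5 with that of secretory cells, which gave no call. Lcn2, which encodes lipocalin 2, a protein that withholds iron from bacteria, had a signal of 2083 ± 1091 (SD, n = 4) in old and 516 ± 115 (SD, n = 4) in young mice, a log2 fold change of 1.86 (standard error 0.42, adjusted p = 0.114). S100a8 and S100a9, which form calprotectin in neutrophils and inflamed epithelia, had log2 fold changes of 1.88 (standard error 0.42, adjusted p = 0.114) and 1.98 (standard error 0.33, adjusted p = 0.0603). Chil1, a chitinase-like protein, was at 0.88 (standard error 0.18, adjusted p = 0.0899). These 4 genes were higher when adjusted over the list alone and did not pass over all genes. The paper's Table S1, which lists these 4 genes, Umod and Dmbt1, was made from the same arrays, so for them the count over the list alone is not independent evidence.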

**Figure 5:**
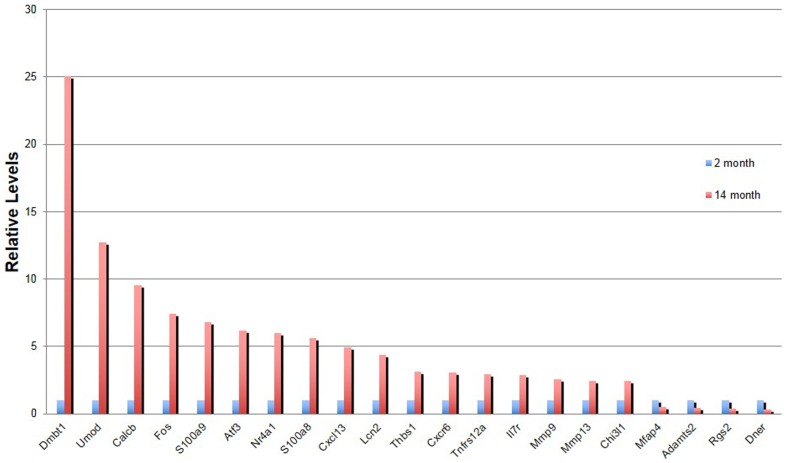
Changes in gene expression in young and old tracheas. qPCR verification of genes differentially expressed in microarray analysis. Values are average of quadruplicate samples with expression levels in 2 month old mice set to 1. Error bars represent 95% confidence interval.

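Of 29 measured B and plasma cell genes, chosen without the immunoglobulins, 13 were higher and none lower in the tracheas of old mice when adjusted over the list alone, and none passed an adjusted p over all genes. The list had a median log2 fold change of 0.58 (adjusted p = 9.19e-11 from camera), a call that is lost with an adjusted p = 0.0651 with an estimated correlation. The median was 0.32 in the brighter part of the probe sets. The list shares 2 genes with that of lymph node stroma and thymus, and old mouse 6 was highest in both scores (0.64 and 0.82). The mean of the B and plasma cell genes was higher in every old mouse than in every young mouse (exact permutation test, two-sided, p = 0.0286). Pou2af1, a coactivator that B cells need to respond to antigen, had a signal of 251 ± 108 (SD, n = 4) in old and 60.9 ± 12.9 (SD, n = 4) in young mice, a log2 fold change of 1.98 (standard error 0.32, adjusted p = 0.0545). Spib, a transcription factor of B cells, was at 1.56 (standard error 0.25, adjusted p = 0.0548) and Cd72, a B cell surface receptor, at 0.66 (standard error 0.12, adjusted p = 0.0688). Pou2af1 and Spib are also in Table S1, which the authors drew from these arrays. The chemokine Cxcl13, which attracts B cells, was higher when adjusted over a list of chemokines and did not pass over all genes. It had a signal of 617 ± 168 (SD, n = 4) in old and 268 ± 49.3 (SD, n = 4) in young mice in its brightest probe set, a fold of 2.27 and a log2 fold change of 1.18 (standard error 0.21, adjusted p = 0.0698). Its other probe set gave a fold of 2.72. Of 32 measured chemokines, 7 were higher and 1 lower when adjusted over the list alone and none over all genes. The list had a median log2 fold change of 0.42 (adjusted p = 4.94e-06 from camera), which is lost with an adjusted p = 0.0651 with an estimated correlation. Cxcl13 (adjusted p = 0.0174 over the list alone) was among the 7, with Ccl8, an attractant of monocytes, at a log2 fold change of 1.36 (standard error 0.28, adjusted p = 0.0984) and Ccl20, an attractant of dendritic cells and lymphocytes, at 2.26 (standard error 0.51, adjusted p = 0.116). These 3 chemokines are also in Table S1, so for them the count over the list alone is not independent evidence.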

The microarray analysis suggests that aging in the trachea is associated with an increase in local cellular immune response, including an influx of reactive B cells, possibly in response to an increase in expression of the chemokine Cxcl 13 (3.9 fold increase). In order to look for changes in immune cell composition we isolated tracheas from three young (4 month) and three older (23 month) C57Bl/6 mice, dissociated them into single cells, and analyzed the number and composition of immune cells by flow cytometry. As shown in Fig. 6 there was a significant (p<0.05) increase in the number of CD45+ cells in the tracheas of the older mice. Among the CD45+ cells there was an increase in the proportion of B and T cells but no significant change in the proportion of myeloid cells (macrophages and dendritic cells). Immunohistochemistry showed that CD45+ cells are present in the stroma underlying the tracheal epithelium and around ARGLS, especially in the intercartilage regions that are rich in blood vessels (Fig. 1H). CD45+ cells could also be seen around the small buds present at 5 months of age (Fig. 1G). However, there was no evidence for an accumulation of CD45+ cells in discrete lymphoid nodules, known in humans as bronchial associated lymphoid tissue or BALT [32], [33], in older compared with younger mice.

**Figure 6:**
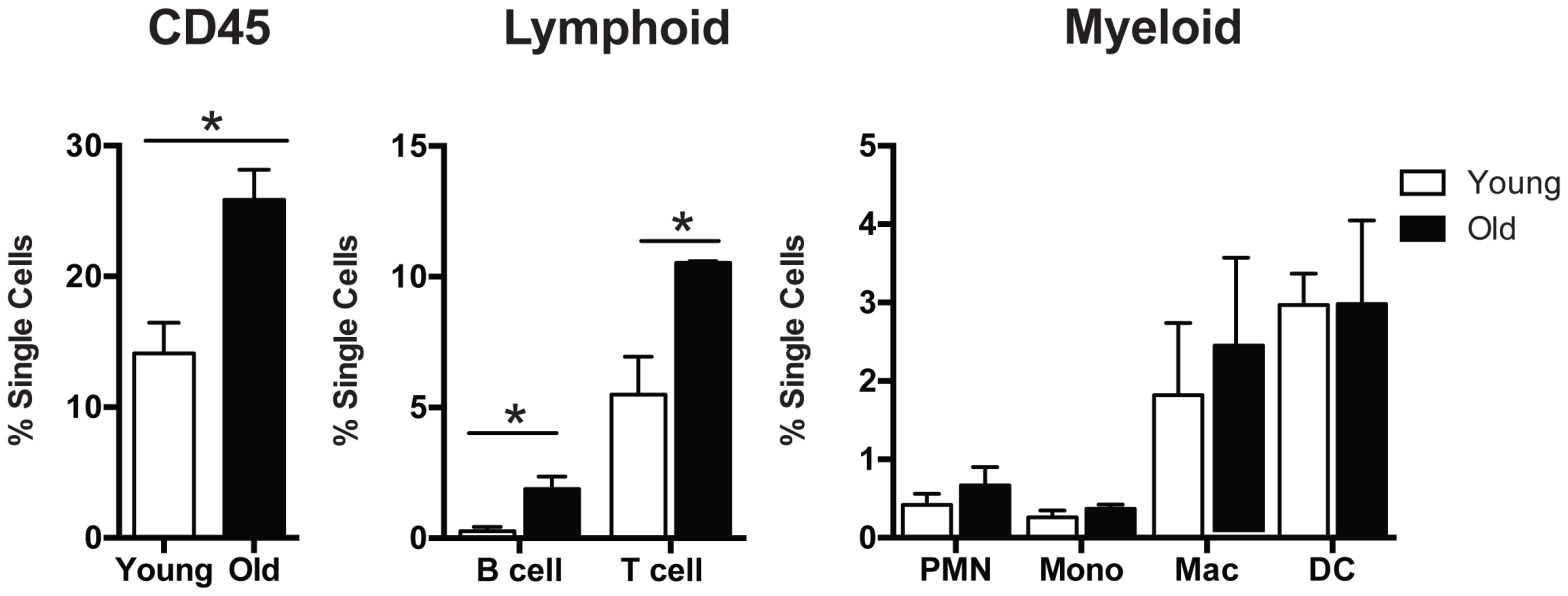
Immune cells in young and old tracheas. Tracheal cells harvested from 3 young (4 month) and three old (23 month) female C57Bl/6 mice that had only recently been imported from vendors (NIA Charles River labs in MD) were analyzed with 11 color flow cytometry. (Left panel) There was a significant increase in the percentage of CD45 cells in the aged compared with young trachea (25.87±2.30% versus 14.12±2.34%, n = 3, p<0.05). (Middle panel) There was also an increase in the percentage of cells of lymphoid lineage, such as T and B cells (p = <0.05) in old versus young tracheas. (Right panel) There was no significant change in the distribution of myeloid cell populations (polymorphonuclear leukocytes, monocytes, macrophages and dendritic cells) between the two groups.

## Discussion

In this paper we confirm an earlier report that mice of different genetic backgrounds and bred under specific pathogen free conditions develop numerous age-related gland-like structures (ARGLS) underneath the tracheal epithelium, from around 5–7 months of age [17]. Here, we focused primarily on male and female mice of the C57Bl/6 background obtained from several commercial sources used by investigators studying aging. We saw no difference in the number and distribution of ARGLSs depending on whether the mice were examined soon after their arrival at our facility or after being maintained there for several months. Like the original authors we therefore think that the development of the cystic dysplasia is not related to acute bacterial or viral infections. However, as discussed below, low-grade tissue inflammation intrinsic to the aging process may play a role.

One of the unanswered questions about ARGLS is how they arise. One possibility was that they grow from very small or cryptic submucosal glands (SMGs) already present in the intercartilage regions. However, we show here that ARGLSs, unlike SMGs, do not have ciliated ducts and do not contain Krt5+ myoepithelial basal cells that express high levels of smooth muscle actin. Rather, both luminal and basal cells in the ARGLSs resemble those present in the tracheal epithelium, supporting the idea that the cystic structures develop de novo by budding from the surface. Furthermore, already at 5 months of age we see a few small clusters of Krt5+ cells extending from the surface epithelium into the mesenchyme in the intercartilage regions. Some of these cells express a reporter for canonical Wnt signaling, suggesting that the initial stages of ARGLS formation involve this signaling pathway. Previous studies have shown that canonical Wnt signaling is required for the initial induction and budding of SMGs [15], [16]. There is some evidence that systemic factors present in the serum of old mice increase the level of canonical Wnt signaling in muscle satellite progenitor cells [34]. If such systemic changes also affect the tracheal epithelium, additional mechanisms would have to localize the senescent signaling to the intercartilage regions since a general upregulation of the Tcf/lef-GFP reporter was not seen throughout the luminal epithelium of older animals. Further studies will be needed to explore the potential role of changes in either systemic factors, the extracellular matrix and/or the local microenvironment [35], [36] in the induction of ARGLSs from the surface epithelium.

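Of 34 measured genes of T and NK cells, 9 were higher and none lower in the tracheas of old mice when adjusted over the list alone, and 2, Cxcr6 and Il7r, were higher at an adjusted p over all genes. Il7r, the receptor of the T cell survival factor interleukin 7, had a signal of 617 ± 104 (SD, n = 4) in old and 282 ± 41.6 (SD, n = 4) in young mice, a log2 fold change of 1.13 (standard error 0.16, adjusted p = 0.0414). Cxcr6, a chemokine receptor of tissue T cells, was at 1.26 (standard error 0.19, adjusted p = 0.0471). Cd3g, a chain of the T cell receptor complex, was at 1.00 (standard error 0.25, adjusted p = 0.138) and Nkg7, of cytotoxic granules, at 1.12 (standard error 0.23, adjusted p = 0.0979). Of 28 measured genes of macrophages, monocytes and dendritic cells, 12 were higher and none lower when adjusted over the list alone. Among them were Xcr1 of dendritic cells at 0.75 (standard error 0.12, adjusted p = 0.0545), Itgax at 0.93 (standard error 0.19, adjusted p = 0.0871) and C1qa, a chain of complement C1q made by macrophages, at 0.39 (standard error 0.072, adjusted p = 0.0732). None of the 28 passed over all genes. Of 11 measured genes of antigen presentation by MHC class II, 9 were higher and none lower when adjusted over the list alone. Over all genes 2 were higher, the invariant chain Cd74 at 0.66 (standard error 0.10, adjusted p = 0.0470) and the protease Ctss at 0.61 (standard error 0.079, adjusted p = 0.0321). Of 16 measured neutrophil genes, 7 were higher and 1 lower when adjusted over the list alone, and Cd177, a neutrophil surface antigen, at 1.15 (standard error 0.11, adjusted p = 0.0164), was the 1 gene that was higher over all genes. The median log2 fold changes were 0.48 for T and NK cells (adjusted p = 1.23e-07 from camera), 0.28 for macrophages, monocytes and dendritic cells (adjusted p = 2.44e-11), 0.63 for MHC class II (adjusted p = 1.06e-09) and 0.47 for neutrophils (adjusted p = 0.000165). The calls of these 4 lists are lost with an estimated correlation, at an adjusted p = 0.0651 with an estimated correlation for T and NK cells and for MHC class II, 0.0615 for macrophages, monocytes and dendritic cells and 0.0994 for neutrophils. Fry's test of direction, which does not compare a list with other genes, passed for all 4. Its adjusted p was 0.0051 for T and NK cells, 0.0031 for macrophages, monocytes and dendritic cells, 0.0037 for MHC class II and 0.0092 for neutrophils. At signal floors of 32 and 64, chosen after seeing the data, the median of T and NK cells was 0.29 and 0.21. That of neutrophils was 0.22 at the floor of 64 and 1.00 in the brighter part of the probe sets. The list of lymph node stroma and thymus was called higher as well, with a median of 0.062 and a mean of 0.57 (adjusted p = 0.0204 from camera, and 0.263 with an estimated correlation). Without old mouse 6 its median turned negative, at -0.076, and the call was lost (adjusted p = 0.103). It was also lost without young mouse 4 (0.141), and with all mice the scores overlapped between ages (exact permutation test, p = 0.0571). Il7r, Cxcr6, Cd3g and Cd177 are also in Table S1, which was made from these arrays. A list of senescence genes and of the factors senescent cells secrete had a median log2 fold change of 0.26 (adjusted p = 3.69e-05 from camera) and passes with an adjusted p = 0.0261 with an estimated correlation. That adjustment includes the lists of Fig. 5, Table S1 and Table S2, chosen on these arrays, and a pass without them was not tested. The median was 0.14 without old mouse 1 and 0.17 without young mouse 7, and the call held without either. The list shares 5 genes with the chemokine list, 5 with the list of matrix metalloproteinases and 2 with the neutrophil list. It also shares 3 with Table S1 and 2 with Fig. 5, whose genes the authors chose on these arrays. Of its 35 measured genes 9 were higher and 1 lower when adjusted over the list alone, and Tnfrsf1b, a receptor of tumor necrosis factor, at 0.57 (standard error 0.088, adjusted p = 0.0499), was higher over all genes. It was at 0.29 with the mean of all its probe sets (adjusted p = 0.573). Genes of ciliated cells, with a median log2 fold change of -0.010 (adjusted p = 0.713 from camera), and of secretory cells, at -0.035 (adjusted p = 0.818), gave no call. From the array values, the paper proposes a stronger local immune response with age that includes an influx of reactive B cells, and it offers the rise of Cxcl13 as a possible trigger of that influx.

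**Figure D3:**
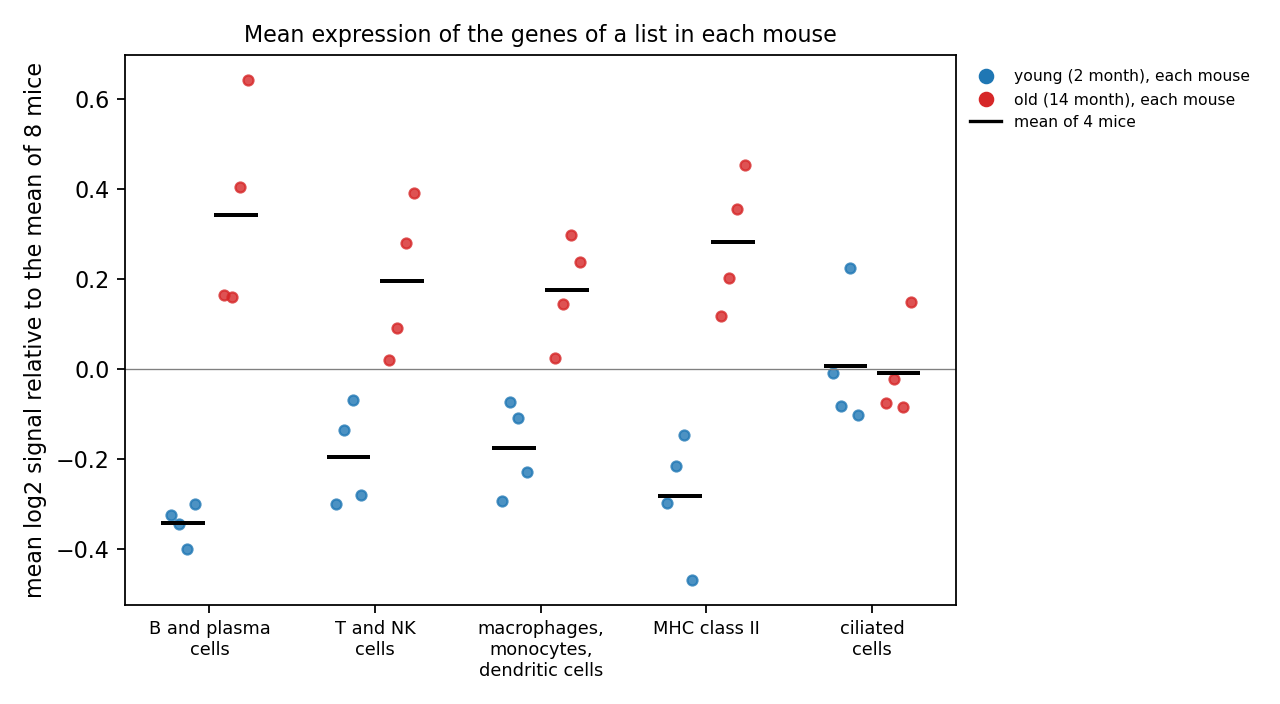
Mean log2 signal of the genes of 5 lists in each mouse, each gene taken relative to its mean over the 8 mice, with young (2 month) and old (14 month) mice side by side. Each point is 1 mouse and each line the mean of 4 mice, and for the 4 immune lists every old mouse lies above every young mouse, and for ciliated cells the ages overlap.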

Our microarray and immunohistochemical data provide evidence that aging results in low grade chronic inflammation in the trachea, including an increase in activated (immunoglobulin producing) B cells and T cells. Previous investigations have documented age-related changes in the accumulation of immunoglobulins and inflammatory cells in the peripheral tissues of the old lungs of DBA/2 mice but this analysis did not extend to the trachea and main stem bronchi [7]. Other studies on the aging mouse lung also did not include the trachea and extralobar airways [37]. Neither the cause nor the functional significance of the immunomodulation we have observed in the trachea of the older mouse lung is clear at this time. We failed to see premature budding or delamination of the epithelium after multiple rounds of injury and repair caused by exposure to inhaled SO_2_. We also did not see nascent ARGLS in young transgenic mice overexpressing epithelial Na+ channel beta subunit in airway epithelium, a condition associated with neutrophilic inflammation [38] or in mice repeatedly infected with Mycoplasma pneumonia [39] (see Materials and Methods for experimental details). These results suggest that ARGLS do not form in response to acute inflammation but may reflect a response of the mucociliary epithlium to chronic changes in the aging tissue microenvironment [1]. Further study will also be required to determine the cause of the reduced number and proportion of basal cells that we have documented in the tracheal epithelium of old mice. In both cased the studies are likely to be relevant to the human lung in which a pseudostratified epithelium with basal cells is present throughout most of the intralobar conducting airways.

## Materials and Methods

### Mice

Male and female C57Bl/6 mice were obtained from three sources: The Jackson Laboratory (6 months old) and Charles River Laboratories Inc. located at either Frederick, Maryland (NCI, 4 weeks to 6 months old) or Gaithersberg, Maryland (NIA, 3 month and 22 month old). Following import they were maintained under identical high-level barrier conditions in one room of the animal facility of Duke University Medical Center (DUMC). Only animals that meet specific health standards are housed in this room, in individually ventilated cage rack systems. Caging and bedding are autoclaved, food is either autoclaved or irradiated, and cages are supplied with reverse osmosis purified water by an automatic watering system. All cage changing and procedures are conducted under a HEPA filtered cage-changing station or class II BSC. *Myd88^tm1Aki^* null mice on the C57Bl/6 background were originally from The Jackson laboratory and were maintained at DUMC and kindly provided by Paul Noble. Transgenic mice expressing epithelial Na+ channel beta subunit in airway epithelium (*Tg(Scgb1a1-Scnn1b)6608Bouc* on C57Bl/6 background [38]) were kindly provided by Scott Randell, University of North Carolina Chapel Hill. Canonical Wnt signaling reporter mice (*Tg(TCF/Lef1-HIST1H2BB/EGFP)61Hadj/J*) were a kind gift from Anna-Katerina Hadjankonatis, Memorial Sloan-Kettering Cancer Center, New York [18]. Homozygous female *Ob/Ob* mice (*B6.Cg-Lep0b/J*) (20 weeks old, n = 2) were from the Jackson Laboratory.

### Injury and infection models

Three young and three old male mice were exposed once to 500 ppm SO2 for four hours and tracheal morphology examined after 24 hrs and 7 days, as previously described [40]. In another case three 8 week old C57Bl/6 male mice were given five rounds of exposure to 500 ppm SO_2_. Each exposure was for 4 hours followed by 2 weeks of repair. Infection with *Mycoplasma pneumoniae* (Mp) from the American Type Culture Collection (Cat Number 15531) was as described [39]. Male C57Bl/6 mice (8–10 weeks old n = 4) were treated intranasally on day 0 with 1×10^8^ Mp under anesthesia. Mice were treated again on days 7, 14 and 21 with 1×10^6^ Mp.

### Histology, Immunohistochemistry and Flow analysis

Tracheas were fixed with 4% paraformaldehyde in PBS and either embedded in paraffin or OCT before serial sectioning at 7 μm. Antigen retrieval was performed using 10 mM sodium citrate in a 2100 Antigen Retriever (Aptum Biologics Ltd.). Sections were subsequently stained using the following antibodies: mouse anti acetylated tubulin, 1∶1000 (Sigma); chicken anti GFP, 1∶500 (Aves Labs); rabbit anti Keratin5, 1∶500 (Convance); mouse anti Keratin14, 1∶100 (Thermo Scientific Lab Vision); rabbit anti Keratin14, 1∶500 (Covance); rabbit anti Lactotransferrin, 1∶5000 (Millipore), mouse anti alpha Smooth muscle actin, 1∶200 (Sigma), rat anti Keratin8/Troma 1c, 1∶100 (Developmental Studies Hybridoma Bank). Alexa488, Alexa555 and Alexa647 secondary antibodies were from Molecular Probes. Sections were analyzed using a Zeiss 710 inverted confocal microscope system. For quantification of Krt5+ basal cells midline sections were selected from 3 young (3 month) and 3 older (22 month) male and female mice, stained with antibodies to Krt5, Krt8, acetylated tubulin and DAPI and photographed between cartilages 4 and 10 using a Zeiss Axio Imager D2 microscope. Total Krt5+ cells were counted along both lateral surfaces and calculated as a percentage of total DAPI+ cells. ARGLS and epithelial cells below the surface epithelium were not included.

In situ hybridization was performed as described by Wansleeben et al. 2010 [41].

For analysis of immune cells tracheas were harvested, cleaned of attached connective tissue, and digested with 1.5 mg/ml Collagenase A (Roche, Indianapolis, IN), 0.4 mg/ml DNase I (Roche, Indianapolis, IN), and 2 U/ml Dispase II (Sigma-Aldrich, St. Louis, MO) in Hanks balanced salt solution (Gibco) with 3% FBS and 10 mM HEPES pH 7.2–7.5. Single cell suspensions were washed and approximately, 5×10^5^ cells per trachea used for 11 color flow cytometry. Antibodies used included the following: CD45, CD11c, and IA/IE (eBioscience, San Diego, CA), CD11b and Ly6G (BD Biosciences, San Jose, CA), and F4/80, CD64, CD24, and CD31 (Biolegend, San Diego, CA). At least one channel was utilized for detecting autofluorescence. In addition, Invitrogen Aqua Live/Dead (Grand Island, NY) was used to exclude dead cells. Data were collected with a BD LSRII flow cytometer and analyzed with Flowjo software.

### Microarray analysis

Total RNA from distal tracheas and carinas of four young (2 month) and four older (14 month) C57Bl/6 female mice was extracted using QIAshredder and RNeasy Micro Kits (QIAGEN). The quality was checked with a 2100 Bioanalyzer (Agilent Technologies). Total RNA was processed using Ambion MessageAmp Premier by the Duke Microarray Facility. Standard Affymetrix protocols and Affymetrix GeneChip Mouse Genome 430 2.0 Array chips were used to generate cel files. Data analysis was performed using Genomics Suite 6.5 (Partek) software and robust multichip analysis normalization was performed on each dataset. Two-way ANOVA and fold-change analyses were performed to select genes that were differentially expressed between 2 month and 14 month old C57Bl/6 datasets. Top differentially expressed genes were selected with a p-value cutoff of <0.05 based on ANOVA test and a fold-change cutoff of >±2.0. The NCBI GEO accession number for the microarray data is GSE55162.

### qRT-PCR analysis

Total RNA from each of the four biological replicates used for the microarray was used to synthesize cDNA using iScript cDNA Synthesis Kit (Bio-Rad). Gene expression levels were quantified by qRT-PCR on the StepOnePlus Real-Time PCR System (Applied Biosystems). Threshold cycle values (Ct) for samples were normalized to GAPDH (ΔCt), and these values across samples were compared (ΔΔCt) to quantify relative expression. Bars represent average relative expression, with expression levels in 2 month old mice set to 1. Error bars represent 95% confidence interval. Primers are listed in Table S3.

### In vitro culture of basal cells

Ngfr+ basal cells [13] were suspended in MTEC/plus medium [42], mixed 50∶50 with growth factor-reduced Matrigel (BD biosciences), and seeded at 1000 cells/well in 24 well 0.4 μm pore size transwell inserts (Falcon). Samples were prepared in quadruplicate from a single trachea of a total of 6 young (3 month) and 6 older (22 month) C57Bl/6 mice. Medium in the lower well was changed every other day. Medium was supplemented with 10 μM Rock inhibitor (Sigma, Y-27632 dihydrochloride) during first 2 days of culture. MTEC/SF [42] was used from day 7. At day 14 images were taken using AxioVert 200 M with a 1.25x objective (Carl Zeiss) that allows imaging of the entire well. The total number of spheres was counted and the diameter measured using Fiji software. Data points in Fig. 4A represent average CFE of quadruplicate wells of cultures of each individual mouse. Horizontal lines represents mean within groups with standard deviation error bars.

### Ethics statement

Experiments with mice were approved by the Duke University Institutional Animal Care and Use Committee under protocol A262-13-10.

## Supporting Information

Figure S1 **Repair of tracheal epithelium after loss of luminal cells.** Sections of tracheas of young (3 month) and old (22month) male mice 7 days after exposure to sulfur dioxide. Sections were examined by immunohistochemistry (A, B) and haematoxylin and eosin staining (A′, B′). Similar results were seen in two other mice in each group. Staining of sections 24 hrs after exposure confirmed that the extent of damage to luminal cells was comparable in young and old mice Scale bars 50 um.
(TIF) Click here for additional data file.

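Beside the immunoglobulins, Table S1 lists genes of the stress response. Of 25 measured heat shock genes, 20 were higher and none lower in old mice when adjusted over the list alone, and 3 were higher over all genes: Hspa1a at 1.85 (standard error 0.25, adjusted p = 0.0368), Hspa1b at 1.56 (standard error 0.20, adjusted p = 0.0307) and the endoplasmic reticulum chaperone Hspa5 at 0.50 (standard error 0.065, adjusted p = 0.0331). Hspa5 was at 0.32 with the mean of all its probe sets (adjusted p = 0.142). Hspa1b, a chaperone that is induced by heat and other stress, had a signal of 16015 ± 3138 (SD, n = 4) in old and 5433 ± 1034 (SD, n = 4) in young mice. Its constitutive relative Hspa8 was at 0.76 (standard error 0.12, adjusted p = 0.0585). The heat shock list had a median log2 fold change of 0.41 (adjusted p = 1.34e-15 from camera), which is lost with an adjusted p = 0.0651 with an estimated correlation. Of 41 measured immediate early genes, which cells switch on within minutes of a stimulus, 18 were higher and none lower when adjusted over the list alone. Over all genes 2 were higher, the nuclear receptor Nr4a1 at 2.12 (standard error 0.30, adjusted p = 0.0418) and Ier5 at 0.62 (standard error 0.094, adjusted p = 0.0471). Ccn1 was at 2.03 (standard error 0.36, adjusted p = 0.0697) and Fos at 1.46 (standard error 0.49, adjusted p = 0.237). The immediate early list had a median log2 fold change of 0.37 (adjusted p = 1.23e-13 from camera) and passes with an adjusted p = 0.0216 with an estimated correlation. That adjustment includes the lists of Fig. 5, Table S1 and Table S2, chosen on these arrays, and a pass without them was not tested. Table S1 names 4 genes of the heat shock list and 6 of the immediate early list and was made from these arrays. Of the 48 measured Table S1 genes other than immunoglobulins and T cell receptor segments, all had a positive log2 fold change, although that of Egr3, at 0.053, turned negative without old mouse 2 or 6 or young mouse 3. Of the 48, 46 were higher when adjusted over the list alone and 22 over all genes. Since the authors chose them on these samples, this is not independent evidence of their direction. A fold above 2 at an unadjusted p under 0.05 was reached by 41 of the 48. The median log2 fold change of these genes was 1.41 (adjusted p = 6.42e-51 from camera, and 0.00184 with an estimated correlation). Other Table S1 genes that were higher over all genes were the sulfotransferase Sult1c1, at 1.60 (standard error 0.16, adjusted p = 0.0217), and Gbp8, an interferon-inducible GTPase, at 1.46 (standard error 0.11, adjusted p = 0.00868). Rgs13, a regulator of G-protein signaling in the list of tuft and neuroendocrine cell markers, was higher as well, at 1.60 (standard error 0.20, adjusted p = 0.0307). Which cells gave its signal was not tested.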

Table S1 **Genes differentially expressed at more than 2 fold higher levels in tracheas of old (14 month) versus young (2 month) mice (p<0.05).**
(DOCX) Click here for additional data file.

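Beside the matrix genes, Table S2 lists genes of nerve, muscle and cartilage and a clock gene. On the deposited arrays every measured gene of the table was lower in old mice. Of the 18 measured genes, all were lower when adjusted over the list alone and 4 over all genes: Bex1, Cckar, Apobec2 and Col1a2. The authors chose these genes on the same samples, so this is not independent evidence of their direction. Bex1, a small protein of neurons and regenerating muscle, had a signal of 413 ± 40.8 (SD, n = 4) in old and 947 ± 69.1 (SD, n = 4) in young mice, a log2 fold change of -1.20 (standard error 0.097, adjusted p = 0.00868). Cckar, the cholecystokinin A receptor, was at 1153 ± 102 (SD, n = 4) in old and 2432 ± 178 (SD, n = 4) in young mice, a log2 fold change of -1.08 (standard error 0.090, adjusted p = 0.00902). Apobec2, expressed in skeletal muscle, was at -1.10 (standard error 0.12, adjusted p = 0.0240), but at -0.54 with the mean of all its probe sets (adjusted p = 0.286). Otor, a protein of cartilage, had a log2 fold change of -1.21 (standard error 0.22, adjusted p = 0.0730), Dbp, a transcription factor whose level follows the time of day, of -1.02 (standard error 0.20, adjusted p = 0.0809) and Col10a1, of hypertrophic cartilage, of -1.20 (standard error 0.42, adjusted p = 0.253). A fold above 2 at an unadjusted p under 0.05 was reached by 9 of the 18, and Adamts2 was not measured. The list had a median log2 fold change of -0.99 (adjusted p = 7.88e-22 from camera, and 0.0200 with an estimated correlation).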

Table S2 **Genes differentially expressed at more than 2 fold lower levels in tracheas of old versus young mice.**
(DOCX) Click here for additional data file.

Table S3 **Primers for qPCR analysis.**
(DOCX) Click here for additional data file.

# Supplementary material for: Age-Related Changes in the Cellular Composition and Epithelial Organization of the Mouse Trachea
**Source:** PLoS One. 2014 Mar 27;9(3):e93496. doi: 10.1371/journal.pone.0093496
**Supplement:** Table S2 — Genes differentially expressed at more than 2 fold lower levels in tracheas of old versus young mice.

| **Gene Symbol** | **Gene Title** | **Fold-Change** |
| --- | --- | --- |
| Adamts2 | a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif | -3.00324 |
| Eln | elastin | -2.86545 |
| Col3a1 | collagen, type III, alpha 1 | -2.61657 |
| Col1a1 | collagen, type I, alpha 1 | -2.47006 |
| Bex1 | brain expressed gene 1 | -2.41309 |
| Col10a1 | collagen, type X, alpha 1 | -2.37229 |
| Col1a2 | collagen, type I, alpha 2 | -2.33816 |
| Rgs2 | regulator of G-protein signaling 2 | -2.27256 |
| Dbp | D site albumin promoter binding protein | -2.21659 |
| Cilp | cartilage intermediate layer protein, nucleotide pyrophosphohydrolase | -2.1899 |
| Fbn2 | fibrillin 2 | -2.17992 |
| Apobec2 | apolipoprotein B mRNA editing enzyme, catalytic polypeptide 2 | -2.17907 |
| Otor | otoraplin | -2.16173 |
| Dner | delta/notch-like EGF-related receptor | -2.16035 |
| Peg3 | paternally expressed 3 | -2.13206 |
| Cckar | cholecystokinin A receptor | -2.10543 |
| A2m | alpha-2-macroglobulin | -2.09428 |
| Synpo2l | synaptopodin 2-like | -2.04692 |
| Mfap4 | microfibrillar-associated protein 4 | -2.00261 |

How the deposited data were processed for this re-analysis (not part of the article)

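The microarray experiment compared the distal trachea and carina of 4 old (14 month) and 4 young (2 month) female C57Bl/6 mice, 1 array per mouse, on Affymetrix Mouse Genome 430 2.0 arrays. The labels number the old mice 1, 2, 5 and 6 and the young mice 3, 4, 7 and 8. All 8 arrays were mapped to a mouse and used.

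According to the methods, the authors normalized the arrays by robust multichip analysis in Partek Genomics Suite 6.5 and selected genes by a two-way analysis of variance and a fold threshold of 2. The second factor of that analysis is not named in the paper's text. The deposited table holds intensity values, a signal per probe set on a linear scale, for 45101 probe sets. Each array's mean with the top and bottom 2% left out is 500.002. Robust multichip analysis usually gives log2 values with no such target, whereas the deposited values have the form of Affymetrix single-array signals scaled to 1 target. The labels name Partek alone, which does not settle how they were made. They reach down to 0.106, with no detection call, so no probe set could be called absent.

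The signal was taken to log2 without further normalization, a floor or a filter. 64 Affymetrix control probe sets were left out, which leaves 45037. Old and young mice were compared with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets or all genes. Every adjusted p of a probe set or gene is from this test unless another is named. Changes are given as log2 fold changes of old minus young with their standard errors, and signals as the mean and SD of 4 mice.

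Gene names come from the platform annotation, and the symbols were looked up by gene identifier in a RefSeq gene table of the GRCm38.p6 assembly, which changed none. No coordinates were used. The annotation gives 1 symbol to 34945 probe sets, several to 932 and none to 9160. No gene was named from a probe set with several symbols. A gene took its brightest probe set by mean log2 signal over the 8 arrays, immunoglobulin probe sets aside, which gave 18172 genes. Where a gene has several probe sets, these can differ in fold, as they do for Cxcl13, Col1a2, Col3a1 and Hspa1b.

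The genes named follow a rule set in advance, when the values in Tables S1 and S2 had been read: every gene that the results text, Fig. 5, Table S1 or Table S2 names, the 10 largest increases and the 10 largest decreases among genes at an adjusted p under 0.05 with complete separation of the ages, and up to 4 members of each gene list with the smallest p. The 4 immunoglobulin probe sets with values were chosen after those were seen. So were 9 genes outside the rule that served tests of the closing section: Glycam1, Madcam1, Chst4, Tef, Hlf, Nr1d1, Arntl, Npas2 and Clock. The 39 gene lists cover immune cell types, matrix, airway epithelial cell types, stress responses, the circadian clock, proliferation, neighbouring tissues that a dissection could include and the genes of Fig. 5, Table S1 and Table S2. Lists were compared with all other genes by limma's camera with a preset correlation of 0.01, adjusted over the lists, and again with a correlation estimated from the residuals and with fry. The score of a list is the mean over its genes of log2 signal relative to each gene's mean over the 8 mice. Scores were compared by exact permutation tests, two-sided, over all divisions of 8 mice into 4 and 4. The standard errors of score differences are from a fit of age that also holds mouse numbers.

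The same steps were tested on simulated data with the means and spread of the real arrays. Of 100 probe sets changed by a log2 of 1, 41 were recovered at an adjusted p under 0.05 and 54 at a fold above 2 and an unadjusted p under 0.05. Of 100 changed by a log2 of 2, 84 and 98 were recovered. With nothing changed, 0 of 45037 probe sets passed an adjusted p under 0.05, 500 passed the fold and unadjusted p, and 0 gene lists were called. In the real arrays, old mice 1 and 5 and young mice 3 and 4 against the others, with ages balanced, gave 5 lists higher and 5 lower. The 0 list calls of the simulation therefore do not bound false list calls in the real arrays.

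The alternatives fixed in advance were to leave out each mouse in turn, an ordinary test without moderation in place of limma's, a trended and robust prior of the variance, array weights, the brighter 1 of 2 equal parts of the probe sets, quantile normalization, centring of each array's median, mouse numbers 1 to 4 against 5 to 8 as a block, leaving out probe sets whose identifiers end in _x_at or _s_at, the mean of all probe sets of a gene, the other set tests and a fold of 1.5. Floors of 32 and 64 on the signal were added after seeing the data. The flow cytometry, histology and sphere assays of the paper have no deposited values here and were left out.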

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

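All tests of explanations in this part were chosen after the results they concern had been seen. Among 238 groups of 4 mice that were examined for 1 mouse far from the other 3, 13 stood out, and chance, at 1 group in 20, marks about 11.9.

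Several other gene lists were higher or lower in old mice by camera, which compares a list with all other genes, with these median log2 fold changes: heat shock genes 0.41 (adjusted p = 1.34e-15, and 0.0651 with an estimated correlation), immediate early genes 0.37 (adjusted p = 1.23e-13, and 0.0216 with an estimated correlation), antigen presentation by MHC class II 0.63 (adjusted p = 1.06e-09, and 0.0651 with an estimated correlation), neutrophil genes 0.47 (adjusted p = 0.000165, and 0.0994 with an estimated correlation), complement 0.26 (adjusted p = 0.000215, and 0.0651 with an estimated correlation) and interferon-stimulated genes 0.23 (adjusted p = 2.88e-05, and 0.291 with an estimated correlation). Markers of tuft and neuroendocrine cells had a median of 0.43 (adjusted p = 0.000323, and 0.0651 with an estimated correlation) and genes of lung parenchyma of 0.19 (adjusted p = 0.0145, and 0.0840 with an estimated correlation). Lists that were lower in old mice were smooth muscle -0.19 (adjusted p = 0.000155, and 0.263 with an estimated correlation), cartilage -0.18 (adjusted p = 0.0274, and 0.644 with an estimated correlation) and skeletal muscle -0.12 (adjusted p = 0.0375, and 0.0994 with an estimated correlation). The list of lymph node stroma and thymus had a median of 0.062 (adjusted p = 0.0204, and 0.263 with an estimated correlation) with a mean of 0.57, and its median turned negative, at -0.076, without old mouse 6. The scores of 5 of these lists overlap between old and young mice (exact permutation tests, p = 0.343 for cartilage, 0.114 for interferon-stimulated genes, 0.0857 for smooth muscle and 0.0571 for skeletal muscle and for lymph node stroma and thymus). When adjusted over the list alone, 5 of 16 complement genes, 2 of 11 genes of lung parenchyma and 4 of 13 of lymph node stroma and thymus were higher, and 2 of 29 cartilage genes and 3 of 28 of skeletal muscle were lower. None of the 32 interferon-stimulated genes passed by limma when adjusted over the list alone, and 5 did at an unadjusted p under 0.05. Leaving out 1 mouse ended the call of lymph node stroma and thymus without old mouse 6 (adjusted p = 0.103) or young mouse 4 (0.141). It ended that of cartilage without old mouse 5 (0.117), old mouse 6 (0.0724), young mouse 4 (0.106) or young mouse 8 (0.360). That of skeletal muscle ended without old mouse 2 (0.0583), old mouse 6 (0.0760), young mouse 3 (0.0656) or young mouse 7 (0.0618). Other alternatives that ended a call were, for skeletal muscle, an ordinary test without moderation (0.0595), leaving out _x_at and _s_at probe sets (0.0977) and the mean of all probe sets of a gene (0.0876), which also ended that of lung parenchyma (0.0515). For cartilage they were the ordinary test (0.0506) and fry's test of direction (0.389), which ended those of lymph node stroma and thymus (0.102) and of interferon-stimulated genes (0.130, and 0.0526 in the mixed test). Floors of 32 and 64, chosen after seeing the data, ended that of lymph node stroma and thymus (0.113 and 0.0527). Leaving out 1 mouse also moved some medians by over 1.5 times. That of tuft and neuroendocrine cells was 0.29 without young mouse 7. That of cartilage was -0.37, -0.11 and -0.026 without young mouse 3, 4 or 8 and -0.12 without old mouse 6. That of skeletal muscle was -0.045, -0.22 and -0.19 without old mouse 1, 2 or 5 and -0.19 without young mouse 3. That of lymph node stroma and thymus was 0.10 and 0.29 without old mouse 1 or 5 and 0.12 and 0.32 without young mouse 4 or 7.

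Heat shock and immediate early genes form the first pattern. The heat shock score was higher in old mice by 0.55 on the log2 scale (standard error 0.087, exact permutation test, p = 0.0286) and the immediate early score by 0.59 (standard error 0.096, exact permutation test, p = 0.0286). RNA breakdown in the old samples is argued against, since it would raise the 3' to 5' ratio of the actin control, whose log2 difference of old minus young was -0.15 (standard error 0.063, exact permutation test, p = 0.0286), while that of the Gapdh control, at -0.0085 (standard error 0.061), was within its error. The actin ratio was higher in the young samples, and whether breakdown there lowered these genes was not tested and stays open. Handling of the tissue before extraction could raise both groups of genes, but the labels give no order of dissection, so it cannot be told apart from age, which stays open and untested. A difference in the hour of collection stays open too: the heat shock score differed by 0.038 (standard error 0.087) between mouse numbers 5 to 8 and 1 to 4, but the daily course of these genes need not follow that of the clock.

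The second pattern concerns the circadian clock, of which Dbp, Tef, Hlf, Per3, Nr1d1, Nr1d2 and Ciart had a mean log2 difference of -0.52 in old minus young mice (standard error 0.061), although none of the 7 passed over all genes and only Dbp did over the list of 17 clock genes alone. Arntl, Npas2 and Clock, which peak at the opposite time of day, differed by 0.30 (standard error 0.10), and the first mean minus the second was -0.82 in old minus young mice (standard error 0.15). These standard errors are from a fit that also holds mouse numbers. Exact permutation tests of age over all divisions gave p = 0.0286 for the first mean, 0.2 for the second and 0.0571 for the first minus the second. In the last, old mouse 6 (0.15) lay above young mouse 4 (0.094). The first mean minus the second was also higher in mouse numbers 5 to 8 than in 1 to 4, with ages balanced, by 0.68 (standard error 0.15, p = 0.143 over all divisions), although Nr1d1 differed by -0.44 and the other 6 of its group by 0.18 to 0.55, and within each age both mice of higher number lay above both of lower number (exact permutation test within the other factor, p = 0.0556 for mouse numbers and for age, the smallest p that this design allows). A candidate explanation for both is that tissue was collected at different hours, which the labels do not give, so age, untested, and hour cannot be told apart. The list of all 17 clock genes gave no call by camera (adjusted p = 0.0797), but did with mouse numbers as a block (0.0337), with a trended robust prior (0.0331), without old mouse 5 (0.0240) and in fry's mixed test (0.0116).

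Immune cell genes form the third pattern. A lower share of epithelial cells would raise the genes of all other cells alike, but the macrophage score rose against the smooth muscle score by 0.54 on the log2 scale (standard error 0.12, exact permutation test, p = 0.0286). The smooth muscle score itself differed by -0.19 (standard error 0.079), which makes part of that gap. A lower share would also lower epithelial genes. The ciliated cell score differed by -0.016 (standard error 0.092) and the secretory cell score by 0.00019 (standard error 0.086), both within their errors. Together these values argue against a lower epithelial share as the whole cause. Lymph node tissue in the old samples could bring immune cells. Glycam1, Madcam1 and Chst4, genes of lymph node vessels, had a mean log2 difference of 0.045 (standard error 0.31), but their mean signals of 3.86, 85.1 and 32.1 are too dim to decide. The list of lymph node stroma and thymus was called higher (median 0.062, mean 0.57, adjusted p = 0.0204 from camera, and 0.263 with an estimated correlation). That list shares 2 genes with the B and plasma cell list and 1 with the chemokines. Old mouse 6 was highest in the score of that list (0.82) and in those of B and plasma cells (0.64), T and NK cells (0.39) and MHC class II (0.45), so this explanation stays open. Blood left in the tissue stays open as well, with a red blood cell score higher by 0.45 (standard error 0.29, exact permutation test, p = 0.171), of which old mouse 6 had 0.90 and the other old mice -0.13 to 0.12, and with a probe set shared by several Hbb genes at 0.99 (standard error 0.34, adjusted p = 0.346). An increase of immune cells with age stays among the open explanations and was not tested in these mice. In other mice, the paper's flow cytometry reports more CD45+ cells in old tracheas. Among those cells it reports higher proportions of B and T cells and no significant change in myeloid proportions.

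Single mice stood apart from the other 3 of their age as follows, with the gap to the nearest mouse given as a share of the range. The signal of the Igkv9-120 probe set with the largest fold in old mouse 6 was 1579 against 3685 to 3806 (0.963 of the range), that of Itgax in old mouse 2 270.4 against 389 to 398 (0.935), that of Mmp3 in old mouse 5 863 against 1176 to 1207 (0.923) and that of Chil1 in old mouse 6 820.4 against 1231 to 1302 (0.878). In young mice, Wfdc18 in mouse 8 was 15.7 against 39.8 to 43.5 (0.912), Rab3b in mouse 8 20.3 against 16.9 to 17.2 (0.879), Pou2af1 in mouse 7 41.8 against 65.2 to 69.3 (0.881), Cd72 in mouse 4 157 against 114 to 120.4 (0.837) and Xcr1 in mouse 4 103 against 88.1 to 90.3 (0.844). Among list scores, the heat shock score of old mouse 2 was 0.40 against 0.23 to 0.23 (0.972), the lung parenchyma score of old mouse 6 0.42 against 0.0018 to 0.050 (0.884), the score of C57BL/6 substrain-variable and Sp100-related genes of old mouse 5 0.18 against 0.010 to 0.032 (0.871) and the secretory cell score of young mouse 3 0.035 against -0.012 to -0.011 (0.979).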

How the results depend on the processing

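The signal floors of 32 and 64 were chosen after seeing the data. Dim probe sets, near the background, limit the results: they spread more between mice, and leaving them out or raising them to a floor lowered the counts at a fold above 2 and raised those at an adjusted p under 0.05. No sign of any of the 39 named genes and probe sets past the threshold changed under an alternative that gave a value (at a floor of 64 every mouse was at the floor for 3 named genes), and 21 of the 22 called lists kept the sign of their median throughout, lymph node stroma and thymus being the exception. Over all alternatives, 319 of 726 values of called genes and 38 of 484 of called lists no longer passed, and 105 of 767 and 25 of 371 of those not called did. Array weights, quantile normalization and median centring moved no count by more than 1.5 times.

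Leaving out 1 mouse at a time, which leaves fewer samples, gave 0 to 12 probe sets higher and 0 to 6 lower at an adjusted p under 0.05 from limma, with 511 to 631 and 330 to 440 at a fold above 2 and an unadjusted p under 0.05. It gave 5 to 21 genes higher and 3 to 21 lower, and 3 to 6 lists lower. At an adjusted p under 0.05 an ordinary test of the ages without moderation, which is not the authors' analysis with a second factor, gave 0 probe sets higher and 0 lower (406 and 251 at the fold and unadjusted p), 32 genes higher and 3 lists lower. The trended robust prior gave 314 and 241 probe sets and 253 and 215 genes higher and lower. The brighter part of the probe sets gave 270 and 227 probe sets and 228 and 203 genes, and 103, 31 and, of immunoglobulins, 19 at the fold and unadjusted p, with fewer probe sets tested. The mouse numbers as a block gave 7 and 0 probe sets (561 and 394 at the fold and unadjusted p) and 33 and 16 genes. No paired analysis was possible because old and young mice share no number. Without _x_at and _s_at probe sets there were 15 and 4 probe sets, 21 genes lower and 22 immunoglobulin probe sets at the fold and unadjusted p. The mean of all probe sets of a gene gave 38 and 11 genes. A fold above 1.5 gave 1069 and 836 probe sets. A floor of 32 gave 202 and 77 at a fold above 2, 131 and 101 at an adjusted p and 132 and 107 genes. A floor of 64 gave 141, 39 and, of immunoglobulins, 25, then 69 and 60, and 132 and 118 genes. With an estimated correlation 4 lists were higher and 1 lower, but 3 of these, Fig. 5, Table S1 and Table S2, were chosen by the authors on these arrays, which leaves senescence and immediate early genes. The adjustment ran over all 39 lists, those 3 included, and these 3 had the smallest adjusted p. Whether senescence and immediate early genes pass without them was not tested. With an estimated correlation the adjusted p was 0.0651 for B and plasma cells, T and NK cells, MHC class II, chemokines and heat shock, 0.0615 for macrophages, monocytes and dendritic cells, 0.0994 for neutrophils and 0.263 for collagen and elastic fibres and for mucosal defence. Fry's test of direction, which does not compare a list with other genes, gave 16 lists higher and 4 lower, those of Fig. 5, Table S1 and Table S2 among them. Fry's mixed test passed for 10 of the 17 lists that camera did not call: matrix metalloproteinases (3.07e-06), basal, squamous, clock, imprinted, Wnt, heart muscle, melanocyte, substrain and xenobiotic genes. Besides without single mice, medians of called lists moved by over 1.5 times in the brighter part for B and plasma cells (0.32), neutrophils (1.00), mucosal defence (0.15), skeletal muscle (-0.46) and lymph node stroma (1.00), and with the mean of all probe sets for the last 2 (-0.060 and 0.28). At a floor of 32 they did for T and NK cells (0.29), skeletal muscle (-0.072) and lymph node stroma (0.0029), and at a floor of 64 for these 3 (0.21, -0.074 and 0.0029), B and plasma cells (0.38), neutrophils (0.22), mucosal defence (0.15), chemokines (0.26), senescence (0.17) and tuft cells (0.23). Except where fewer samples or probe sets were tested, the cause was not tested.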

Differences from the paper's values

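The paper's counts and folds come from its own normalization, and the values here from the deposited signals. The paper's count of genes more than 2-fold higher is 87, and 537 probe sets were higher here at the same thresholds by limma, or 186 when each gene is counted once by its brightest probe set. Of the alternatives fixed before the data were examined, the brighter part of the probe sets, with 103, came within 1.5 times the paper's count, and the others did not. The paper's count of genes lower is 19, and 361 probe sets or 107 genes were lower here, with no alternative fixed before the data were examined within 1.5 times of it (31 in the brighter part). The floors of 32 and 64, chosen after seeing the values, gave 202 and 141 higher and 77 and 39 lower, not within 1.5 times of the paper's counts either. The paper counts 19 immunoglobulin genes among those that were higher, against 38 probe sets here, and both the brighter part, with 19, and the array without _x_at and _s_at probe sets, with 22, came within 1.5 times of its count. So did the floor of 64, chosen after seeing the values, with 25, which drops 0 of the 50 genes of Tables S1 and S2 other than immunoglobulins that passed both thresholds here.

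The paper's text gives a fold of 3.9 for Cxcl13, and the fold here was 2.27, outside 1.5 times of it under every alternative fixed before the data were examined, and 2.72 in the gene's other probe set. Of 65 genes of Tables S1 and S2 with a value here, all 65 had the same direction, and 9 differed by more than 1.5 times and by more than the SD between mice. Larger here were Wfdc18, with a fold of 2.32 in the paper's table and 8.04 here, Ccl20, with 2.23 in the paper's table and 4.78 here, Umod, with 3.93 in the paper's table and 6.50 here, and Mlana, with 2.42 in the paper's table and 4.08 here. Smaller here were Cxcl13, with 3.95 in the paper's table and 2.27 here, Hspa1b, with 4.45 in the paper's table and 2.95 here, Egr3, with 2.11 in the paper's table and 1.04 here, Col3a1, with -2.62 in the paper's table and -1.69 here, and Col1a2, with -2.34 in the paper's table and -1.50 here. Where a gene has several table entries, its largest is given. For 5 of the 9, another probe set of the gene lay within 1.5 times of the table's fold: Cxcl13, Hspa1b, Egr3, Col3a1 and Col1a2. Of the alternatives fixed before the data were examined, none brought Wfdc18, Cxcl13, Egr3 or Col1a2 within 1.5 times or the SD between mice. Ccl20 came within it without young mouse 7, Umod without old mouse 2 and Mlana without young mouse 4. With floors of 32 and 64, chosen after seeing the values, Mlana had folds of 3.63 and 2.48, also within it, and the other 8 genes stayed outside. Col3a1 came within it without old mouse 2, without young mouse 8 and with the mean of all probe sets of the gene. Hspa1b did so with that mean, with quantile normalization and without old mouse 1 or 5 or young mouse 3, 7 or 8.

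The text states that the most highly raised genes all encode immunoglobulins, and here 8 of the 10 largest that passed both thresholds did. Of the remaining 2, 1 has no gene symbol in the annotation and is unidentified, and the other is Rag1, an enzyme of antigen receptor rearrangement. The mean signal of Rag1 was near the bottom of the scale in young mice, at 1.38 (SD 0.952). In old mice it was 124 with a larger SD of 204, so the fold of 24.7 is uncertain. In the paper's own Table S1, Dmbt1 stands at rank 8 by fold, and 20 entries name an immunoglobulin.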

Other observations

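The tests of other divisions of the mice in this part were run after the counts had been seen.

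Gene groups of the airway epithelium that the text has not described gave no call by camera, except for tuft and neuroendocrine cells. Of 21 measured genes of basal cells, 4 were higher and 1 lower when adjusted over the list alone, with a median log2 fold change of 0.057 (adjusted p = 0.233 from camera). The squamous and oesophageal list had a median of 0.095 (adjusted p = 0.140), with Krt4, a keratin of stratified epithelia, at 1.39 (standard error 0.25, adjusted p = 0.0706). Targets of canonical Wnt signaling had a median of -0.0059 (adjusted p = 0.423), proliferation genes of -0.12 (adjusted p = 0.713), imprinted growth genes of -0.15 (adjusted p = 0.0799) and genes of xenobiotic metabolism of 0.028 (adjusted p = 0.0639). Alternatives gave calls for several of these lists: for proliferation without young mouse 8 (adjusted p = 0.01004), with a median of -0.37 there and of 0.038 without young mouse 4, and for imprinted genes without young mouse 7 (0.0449) and at a floor of 64, chosen after seeing the data (0.0291). Xenobiotic metabolism gained one under 7 of 22 alternatives: without old mouse 1 (0.00691) or young mouse 8 (0.0113), with a trended robust prior (0.0287), in the brighter part of the probe sets (0.0385), with quantile normalization (0.0255), at the floor of 64 (0.0436) and in fry's mixed test (2.64e-07). That mixed test also passed for the basal, squamous, Wnt and imprinted lists, and fry's test of direction for the squamous list (0.0494). When adjusted over the list alone, 3 squamous genes, 1 Wnt target, 2 imprinted genes and 3 genes of xenobiotic metabolism were higher and 3 imprinted genes lower. Over all genes Ly6d and the 3 genes of xenobiotic metabolism, Sult1c1 and a further 2, all in Table S1, were higher. Among markers of tuft and neuroendocrine cells, 6 of 19 were higher when adjusted over the list alone and 2 over all genes. These were Rgs13 and Scg2, a secretory granule protein, the latter at 1.61 (standard error 0.20, adjusted p = 0.0307). Of 14 smooth muscle genes, 6 were lower and none higher when adjusted over the list alone, with Myh11, the smooth muscle myosin heavy chain, at -0.41 (standard error 0.098, adjusted p = 0.129).

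Markers of tissues next to the trachea gave medians of 0.063 for thyroid (adjusted p = 0.505), -0.16 for fat (adjusted p = 0.307, with a mean of 0.026), -0.13 for heart muscle (adjusted p = 0.318), -0.12 for nerve and Schwann cells (adjusted p = 0.154), 0.19 for red blood cells (adjusted p = 0.617) and 0.085 for melanocytes (adjusted p = 0.560). A list of genes that vary between C57BL/6 substrains or relate to Sp100 had a median of 0.077 (adjusted p = 0.386). Fat gained a call without old mouse 2 (0.0116, with a median of -0.25), nerve and Schwann cells without young mouse 8 (0.0311), and heart muscle, melanocytes and the substrain list in fry's mixed test (0.0163, 0.00108 and 0.0332).

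The paper's flow cytometry of other mice, 23 months against 4 months old, reports more CD45+ cells, higher proportions of B and T cells among them and no significant change in the proportions of myeloid cells. On the arrays, genes of B and plasma cells were higher in old mice by a mean score of 0.69 (standard error 0.10), those of T and NK cells by 0.39 (standard error 0.085) and those of macrophages, monocytes and dendritic cells by 0.35 (standard error 0.074). Transcript levels in whole tissue do not give proportions among immune cells.

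The 8 arrays can be divided into 4 and 4 in 35 ways. For each division other than the real one, the larger of its counts higher and lower was taken. The real division gave more than any other for probe sets at a fold above 2 that were higher (537, highest other 379) and for immunoglobulin probe sets (38, highest other 8). So it did at an adjusted p for probe sets higher (24, highest other 2) and lower (8, highest other 2) and for genes higher (61, highest other 1) and lower (32, highest other 1). For each of these 1 of 35 divisions reached the count, and chance is excluded at a share of 0.05 over all divisions. The divisions take no account of mouse numbers. With mouse numbers as a block, 7 probe sets were higher and 0 lower at an adjusted p, and 33 genes higher and 16 lower. Divisions within that block allow no p under 0.0556, so they could not exclude chance at 0.05. For probe sets at a fold above 2 that were lower, 4 of 35 divisions gave 361 or more (highest other 379), and chance is not excluded. This sets the smaller direction of the real division against the larger of the others, so it cannot decide the question. Nor is chance excluded for the number of lists called, where 2 of 35 gave 17 or more in 1 direction (highest other 17) and 20 of 35 gave 5 or more. The 5 lists that were lower are again the smaller direction, so their comparison cannot decide either. The division with 379 probe sets and 17 lists set old mouse 1 and young mice 3, 4 and 8 against the other mice, so that it still parts most old from most young mice. The division by mouse numbers, 1 to 4 against 5 to 8, gave 306 and 258 probe sets at a fold above 2 and 0 and 0 at an adjusted p under 0.05 from limma. It takes both ages together, so it need not show a split within 1 age. The log2 3' to 5' ratio of the Gapdh control was -0.33 and -0.34 in young mice 3 and 4. It was -0.58 in young mice 7 and 8 and -0.51 to -0.42 in old mice. Principal component 2 also parted these young mice, at 48.3 and 45.1 against -72.2 and -55.7, with old mice at -12.3 to 35.6.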
